# Transcriptome profiling of esophageal squamous cell carcinoma reveals a long noncoding RNA acting as a tumor suppressor

**DOI:** 10.18632/oncotarget.4185

**Published:** 2015-05-19

**Authors:** Guifeng Wei, Huaxia Luo, Yu Sun, Jiagen Li, Liqing Tian, Wei Liu, Lihui Liu, Jianjun Luo, Jie He, Runsheng Chen

**Keywords:** ESCC, long noncoding RNAs, tumor suppressor, metastasis, Epist

## Abstract

Esophageal Squamous Cell Carcinoma (ESCC) is among the most common malignant cancers worldwide. In the past, extensive efforts have been made to characterize the involvement of protein-coding genes in ESCC tumorigenesis but few for long noncoding RNAs (lncRNAs). To investigate the transcriptome profile and functional relevance of lncRNAs, we performed an integrative analysis of a customized combined lncRNA-mRNA microarray and RNA-seq data on ESCCs and matched normal tissues. We identified numerous lncRNAs that were differentially expressed between the normal and tumor tissues, termed “ESCC-associated lncRNAs (ESCALs)”, of which, the majority displayed restricted expression pattern. Also, a subset of ESCALs appeared to be associated with ESCC patient survival. Gene set enrichment analysis (GSEA) further suggested that over half of the ESCALs were positively- or negatively-associated with metastasis. Among these, we identified a novel nuclear-retained lncRNA, named *Epist*, which is generally highly expressed in esophagus, and which is down-regulated during ESCC progression. *Epist* over-expression and knockdown studies further suggest that *Epist* inhibits the metastasis, acting as a tumor suppressor in ESCC. Collectively, our analysis of the ESCC transcriptome identified the potential tumor suppressing lncRNA *Epist*, and provided a foundation for future efforts to identify functional lncRNAs for cancerous therapeutic targeting.

## INTRODUCTION

Human esophageal cancer is one of the most deadly cancers, ranking as the sixth leading cause of cancer-related deaths worldwide [1]. In China, esophageal squamous cell carcinoma (ESCC) is the major subtype of esophageal cancer, accounting for over 90% of the cases [2]. Despite improvements in diagnostic techniques and therapeutic modalities, ESCC still remains a devastating malignancy, mainly due to the late diagnoses and the aggressive features of the disease. As with other cancers, the pathogenesis of ESCC appears to result from the dysregulation of protein-coding and noncoding genes involved in a number of vital functions such as cell cycle control, cell differentiation, cell migration, invasion and other cancer-related pathways. Recent studies of ESCC cell lines and clinical samples have suggested that epigenetic silencing, *e.g.* DNA methylation, of key tumor suppressor genes is critical to the initial and progressive steps of ESCC [3, 4]. However, the detailed mechanisms leading to ESCC have not yet been fully elucidated. Identification of aberrantly expressed coding genes as well as noncoding RNAs may be crucial steps for both the diagnosis of ESCC and subsequent personalized treatment. Recently, a number of protein-coding genes, such as *PTK6* and *Rab25*, have been identified as having tumor suppressor activity through modulating different signaling pathways [5, 6]. High levels of DNA methylation at the promoter regions of these genes in ESCC cell lines are common observations [3]. Several microRNAs have also been linked to various aspects of ESCC, such as promotion of cell migration and invasion (*microRNA-25*) or reduction of the cell cycle (*miR-29c*), thus being potential biomarkers of this disease [7, 8].

Long noncoding RNAs (lncRNAs) are identified as non-protein-coding transcripts, which are longer than 200 nt and are often spliced, 3′-polyadenylated and have a 7-methylguanosine cap at 5′-terminal. LncRNAs are believed to be implicated in diverse biological processes and disease-related pathways in both vertebrates and invertebrates, controlling the aspects of processes such as cellular proliferation, development, lineage commitment, immune response, pluripotency and differentiation [9-13]. The identification of lncRNAs has expanded our notions of the transcriptome complexity and gene regulatory network. Although many efforts have been made to annotate the lncRNAs encoded in the human genome, the functions of most lncRNAs are still uncertain. And only a few dozen of the lncRNAs have been well characterized to date. For example, *HOTAIR* [14] and *ANRIL* [15] facilitate gene repression through recruiting the Polycomb Repressive Complex 2 (PRC2) to change the epigenetic state of their target genes, the *megamind* and *cyrano* lincRNAs play essential roles in the organogenesis of zebrafish embryos [11], and the lincRNA, *Fendrr* is involved in the regulatory networks controlling the fate of lateral mesoderm derivatives [16].

In recent years, accumulating evidence have suggested that an increasing number of reports have shown that lncRNAs play key roles in cancer and diseases [17-20]. Studies have associated the aberrant expression of lncRNAs with the tumor progression or metastasis, for example, *PCAT-1* and *SChLAP1* in prostate cancer [17, 18], *HOTAIR* in breast [20] and colorectal cancer [21]. However, there are still no comprehensive reports focusing on the functional roles of lncRNAs in ESCC. Very recently, an expression profile study on a large cohort of ESCC patients revealed an association between lncRNA expression level alterations and the clinical outcome for ESCC patients [22]. Besides, other studies have indicated that lncRNA expression shows higher tissue-specificity than that of protein-coding gene [23], suggesting that lncRNAs may have advantages as biomarkers for ESCC. Thus identifying ESCC related lncRNAs and their functions might provide valuable insights into the pathogenesis of ESCC as well as potential biomarker candidates.

In the present study, we implemented the integrative analysis of the long noncoding transcriptome of ESCCs and patient-matched normal specimens using a customized microarray and public RNA-seq data, thereby identifying a number of transcripts differentially expressed in normal and tumor tissues. Furthermore, we systematically assessed the tissue specificity of the lncRNA expression and its association with patient survival. Also, the GSEA method was applied to analyze the involvement of the ESCC associated lncRNAs in three biological processes (cell cycle, metastasis and apoptosis). Finally, we experimentally validated the functional role (metastasis) for one of the ESCALs, termed *Epist*, which acts as a tumor suppressor in ESCC tumorigenicity.

## RESULTS

### The long noncoding transcriptome profile of ESCC

Esophageal Squamous Cell Carcinoma (ESCC) is one of the most deadly forms of cancer across the world. In order to investigate the relationship between lncRNAs expression and ESCC, we reanalyzed the microarray data from pairs of ESCC and matched surrounding normal tissues of 119 patients [22] in combination with RNA-seq datasets [5, 6] (see Materials and Methods for details). We re-annotated the probes in the original microarray data (Figure S1A), and the result being that 11629 lncRNAs were interrogated by one or more unique probes (see Li *et al*. [22]; Materials and Methods; Table S1).

Compared with protein-coding genes, the expression levels of lncRNAs were markedly lower in ESCC tissues (*p*-value < 2.2e-16; Figure 1A). The expression of most (~90%) of the annotated lncRNAs was also extremely low or not detected in the RNA-seq data (GSE29968). Specifically, 12.58% (1745) of the 13870 GENCODE (v19) annotated long noncoding RNAs were detected, and similarly, only 6.07% (498) of 8195 lincRNAs from Cabili *et al.* [23] were detected. By contrast, approximately 70% of the RefSeq genes were robustly detected. These differences are in accordance with previous reports that the expression levels of lncRNAs are generally lower than those of protein-coding genes [23] (Figure 1B-1C).

**Figure 1:**
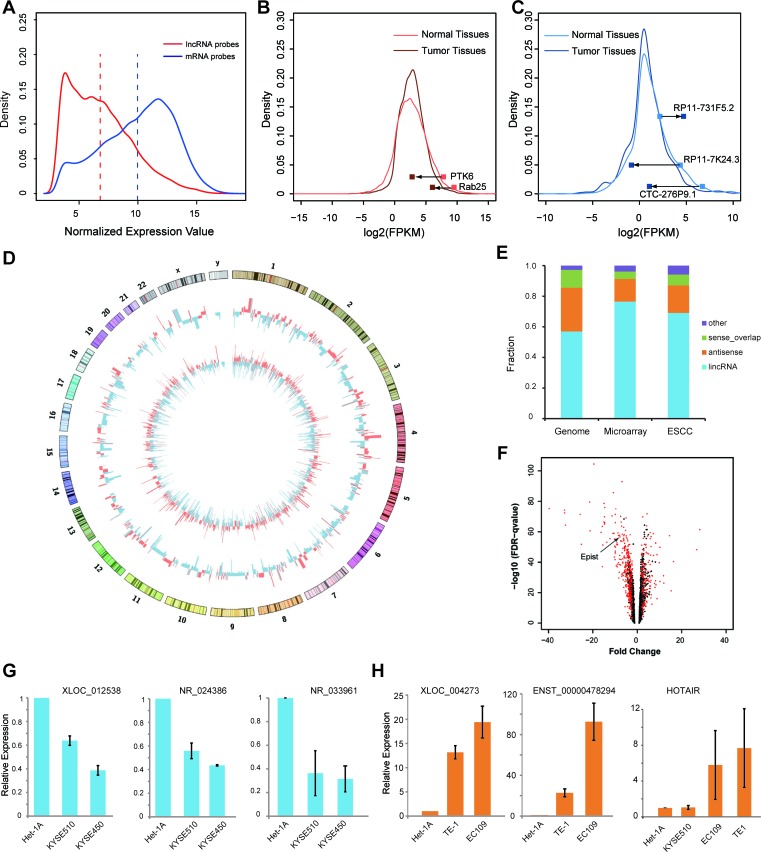
Transcriptome analysis of long noncoding RNAs in esophageal squamous cell carcinoma (ESCC) **A.** Distribution of the expression levels of long noncoding RNAs (red) and protein-coding genes (blue) represented in the combined microarray. Dashed lines indicates the average value (6.799 for lncRNA and 9.963 for protein-coding genes). **B.**, **C.** The density plot of the abundance of protein-coding genes **B.** and lncRNAs **C.** (log2-RPKM determined by Cufflinks) in the RNA-seq data. Several recently identified tumor suppressor genes (PTK6, Rab25) and lncRNAs that were differentially expressed between ESCC and adjacent normal tissues are indicated. **D.** The Circos plot showing genome-wide differential expression of long noncoding RNAs (930 probes) and mRNAs (3220 probes) between ESCCs and matched normal tissues. The outer and inner tracks indicate the lncRNAs and mRNAs, respectively (red, up-regulated; blue, down-regulated). The heights of the bars indicate fold differences. **E.** The barplot shows the biotype fraction of genome-scale, microarray assayed, differentially expressed lncRNAs (long intergenic noncoding RNA, Antisense, Sense_overlap and other biotypes). **F.** The volcano plot showing all the lncRNA probes assayed in the microarray and the differentially expressed lncRNAs (ESCALs) are indicated by the red dots. (The arrow suggests *Epist*). **G.**, **H.** Quantitative RT-PCR analysis of several selected ESCALs in cell lines. **G.** Down-regulated ESCALs (*XLOC_012538, NR_024386* and *NR_033961*); **H.** Up-regulated ESCALs (*XLOC_004273, ENST00000478294* and *HOTAIR*). Het-1A is an immortalized normal esophageal epithelial cell line; TE-1, EC109, KYSE510 and KYSE450 are ESCC cell lines. Error bars, S.E.M.

Recently, the *Rab25* and *PTK6* genes were identified as tumor suppressors in ESCC, and these two genes were markedly down-regulated in ESCC tumorigenesis both in previous [5, 6] and in this study (Figure 1B). Next, we called the aberrantly expressed protein-coding genes across this cohort of ESCC patients (Materials and Methods; Table S2), and Gene Ontology enrichment analysis of protein-coding genes with aberrant expression in ESCC and normal tissues indicated that a number of biological processes were enriched, such as cell cycle, epithelial cell differentiation (Figure S2). Similarly, there were also numerous lncRNAs that were markedly up- or down-regulated during the ESCC progression (Figure 1C). To further investigate this, we integrated the above microarray and RNA-seq data to interrogate the differentially expressed lncRNAs between ESCC and adjacent normal esophageal tissues.

### LncRNAs are differentially expressed in ESCC relative to adjacent normal tissues

To determine how many lncRNAs were differentially expressed and have the potential roles during the cancer-related processes, the expression detected at each lncRNA probe was screened by a stringent criterion (as described in Methods). Therefore, of the 13589 probes interrogating lncRNAs, 930 probes (representing 827 lncRNAs) were considered significantly differentially expressed in the microarray analysis, including 341 and 589 probes showing up-regulated and down-regulated expression, respectively (Figure 1D-1F). The differentially expressed lncRNAs corresponding to these probes were termed as “ESCC associated lncRNAs (ESCALs)”. And most of ESCALs belong to groups on lncRNAs previously annotated “lincRNAs” and “antisense RNAs” (Figure 1E). To further confirm the observed differences in expression, we randomly selected a subset of ESCALs and used qRT-PCR to determine their expression levels in an immortalized normal esophageal epithelial cell line (Het-1A) and in several ESCC cell lines (Figure 1G-1H).

Besides, we also explored other two public RNA-seq data to profile the long noncoding transcriptome of ESCC and adjacent normal tissues (Figure S3A). Given the characteristics of the RNA-seq data, we adopted distinct methods for calling the differentially expressed genes (Document S1 and Figure S3). And the differentially expressed genes called by these two RNA-seq data were shown in Table S3. In addition, we also searched for novel transcripts and fusion transcripts, the methods and results were stated in Document S3.

### Aberrantly expressed lncRNAs (ESCALs) across human cancers

Next, we asked whether the identified ESCALs have tissue specific expression patterns, or potential to be as biomarkers. To this end we conducted the analysis of comparing the ESCALs with the lncRNAs expression profile in diverse cancers.

We interrogated the transcriptional profile among 64 archived human cancers comprising 17 diagnostic subtypes of squamous cell carcinomas (head and neck, lung, except esophagus), adenocarcinoma as well as sarcomas [19]. Only 190 (~23%) out of the 827 ESCALs were expressed as assessed by 3SEQ (3′-End Sequencing for Expression Quantification) in these tumor samples, and even a smaller fraction (112, ~13.5%) of the ESCALs were also observed as differentially expressed across the panel of assayed tumor samples (Table S4A-S4B). One particular case is the lncRNA, *MALAT-1* [24], which is generally among the most highly expressed lncRNAs. *MALAT1* shows no marked differences in expression between tumors and normal surrounding tissues, suggesting that this lncRNA is not associated with the tumorigenicity of ESCC. The same applies to some other well-characterized lncRNAs, such as *ANRIL* [15].

We also intersected the ESCALs with the LncRNADisease database [25], which has collected and curated hundreds of lncRNAs associated with diverse human diseases. However, only 19 long noncoding RNAs from the LncRNADisease were found among the ESCALs, these including several lncRNAs such as *HOTAIR*, *PVT1*, *H19* and *GAS5* that have been reported to be dysregulated in multiple human cancers. Among these, the expression of *H19* and *HOTAIR* was validated in the Het-1A and ESCC cell lines by qRT-PCR. *HOTAIR*, binds physically to the chromatin modifying enzymes PRC2 and LSD1 to reprogram the chromatin state and further promote cancer metastasis in breast cancers [20] and colorectal cancers [21], also exhibits oncogenic activity in ESCC [26]. Interestingly, two long noncoding RNAs associated with barrett's esophagus or squamous carcinoma, *AFAP1-AS1* and *UCA1*, respectively, were also included. There may be some suggestions that these lncRNAs play the similar functional roles in ESCC tumorigenesis as previously reported (Table S4C).

All the results indicated that the majority of ESCALs showed restricted expression patterns to esophagus epithelial cell or esophageal squamous cell carcinomas (ESCC) and there may be other uncharacterized lncRNAs important during the ESCC progression.

### LncRNAs expression and ESCC patient survival

Our previous study identified a three-lncRNA signature, which might serve as a new biomarker for the prognosis of ESCC patients [22]. To further explore the relationship between the expression levels of certain lncRNAs and the survival time of ESCC patients, we performed a log-rank survival analysis for every coding and noncoding probe assayed in microarray (Materials and Methods; Table S5). A total of 1122 probes showed significant association with ESCC patient survival, including the mRNA, Rab25 [6] and lincRNA, *HOTAIR* [26] previously reported from other groups based on different cohorts of ESCC patients (Figure 2A). Among the 827 ESCALs, 41 were significantly (log rank test, *p*-value<0.05) associated with the survival of ESCC patients. Of which, 11 were up-regulated and 30 down-regulated in tumor tissues. Figure 2B-2D showed the Kaplan-Meier survival curves across the 119 ESCC patients for the up-regulated *HOTAIR* and two down-regulated ESCALs (*linc-TMEM106A* and *LOC645638*). Collectively, this suggests that the expression levels of lncRNAs can also be used for survival prediction of ESCC patients.

**Figure 2:**
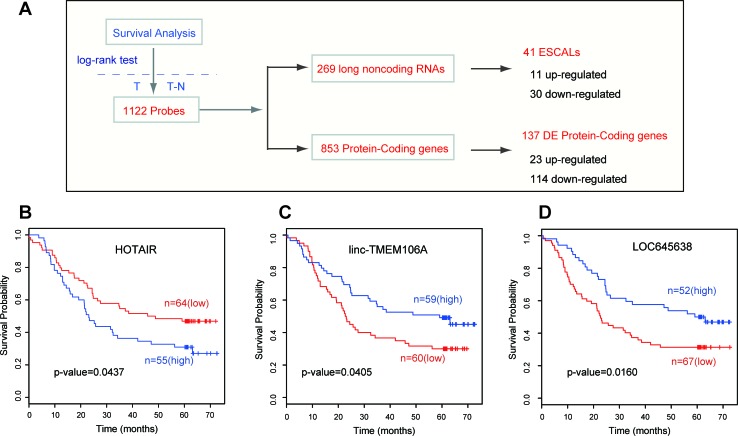
Long noncoding RNAs associated with survival time of ESCC patients **A.** The workflow of screening the mRNA and lncRNA probes whose expression level associates the survival time of ESCC patients, as described in Methods. (**B**, **C**, **D**) These panels show the Kaplan-Meier survival curves for three lincRNA examples of them. *HOTAIR, linc-TMEM106A* and *LOC645638*.

### Expression of lncRNAs is associated with metastasis, cell cycle and apoptosis

It is well described that, deregulation of cell cycle, apoptosis and metastasis are critical in tumorigenesis. However, little is known about how and how many lncRNAs are involved in these biological processes. To try to address this question, we applied gene set enrichment analysis (GSEA) to evaluate the potential association of the ESCALs in cancerous biological processes (cell cycle, apoptosis, metastasis), using the relative difference (fold change) in lncRNA expression (ΔE = T - N) and correlation with that of protein-coding genes (Materials and Methods; Table S6). To assess the validity of the predicted functional associations, we examined the enriched gene sets for the lncRNA, *HOTAIR*. The GSEA result showed that *HOTAIR* positively correlates with the metastasis gene sets (Figure 3A, 3C), which is consistent with the known properties of promoting metastasis [20]. Consequently, we found that more than half of the probes representing ESCALs (475 out of 930 probes) were functionally associated with metastasis, and one third associated with cell cycle processes, while only ~15% with apoptosis (Figure 3B-3C). Thus, in all ~87% of the ESCALs may be involved in one or more cancerous pathways, while ~13% of them could not be associated with any of these three biological processes, indicating they may be involved in other processes of tumorigenesis, such as tumor growth pathway. Taken together, these results indicate that the ESCALs may play critical roles during the ESCC tumorigenesis.

**Figure 3:**
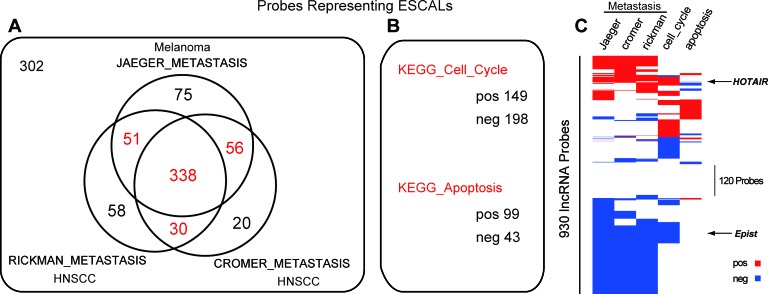
Long noncoding RNAs associated with metastasis, cell cycle and apoptosis **A.** Venn diagram of ESCALs probes associated with three distinct metastatic gene sets (Jaeger's melanoma study [54] and Rickman's and Cromer's head and neck squamous cell carcinoma study [55, 56]). **B.** Number of probes representing ESCALs, which were positively- and negatively-correlated with KEGG_CELL_CYCLE and KEGG_APOPTOSIS gene collections. **C.** The heatmap showing the hierarchical clustering of 930 probes of ESCALs associated with metastasis, cell cycle and apoptosis gene sets. Red, white, blue indicate positive, no and negative association, respectively.

### Molecular characterization and expression pattern of *Epist*

To explore the functional significance of lncRNAs in ESCC, we focused our attention on a number of ESCALs which were relatively highly expressed and for which GSEA suggested associations with a specific biological function. For these ESCALs, we calculated a tissue-specificity score and identified one transcript which was significantly (>=2-fold) down-regulated in the tumors in almost all patients (107/122, ~88%) (Figure 4A-4C and Figure 1F), and which was specifically highly expressed in normal esophagus epithelial cells indicated by the RNA-seq data (Figure 4G) and epigenetic landscape [27] (Figure S4). Then we termed this transcript, esophagus epithelial intergenic specific transcript, or *Epist*. Performance of 5′- and 3′-RACE and Northern Blot determined *Epist* as an ~600 nt long transcript, originating from a locus of approximately 1 kb in chromosome 5. Additionally, 3SEQ-Seq analysis further showed that a poly-A signal occurred at ~4.5kb upstream of the neighbouring protein-coding gene, PITX1 [19]. Although the transcriptional orientation of *Epist* is the same as its nearby genes, the RACE results and the presences of a poly-A signal indicated that *Epist* is an independent transcription unit rather than the extension of 5′-UTR of PITX1. Also, we used the Cufflinks and Trinity software to assemble the gene structure of *Epist*. Both the computational and experimental results suggested that *Epist* is an approximately 600-nt transcript consisting of two exons (Figure 4D-4E).

**Figure 4:**
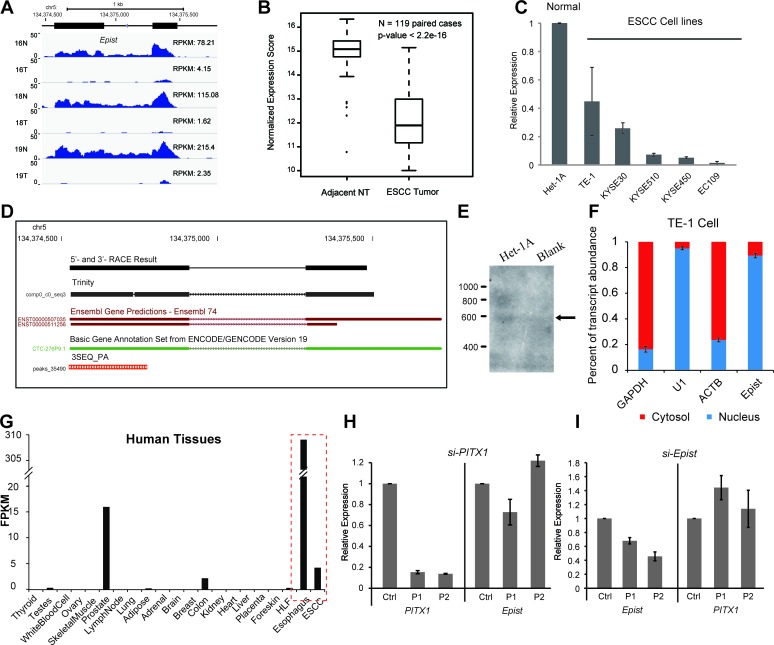
Genomic features and expression pattern of *Epist* **A.**,**B.**,**C.** The expression of *Epist* in tumor tissues or cancer cell lines was decreased compared to adjacent normal tissues or an esophageal epithelial cell line, respectively. **A.** RNA-seq data **B.** Microarray data assayed 119 ESCC paired tissues **C.** Immortalized normal esophageal epithelial cell line (Het-1A) and several ESCC cell lines (TE-1, KYSE510, KYSE450, KYSE30, EC109). **D.** Genomic features of *Epist*. RACE and Trinity results are shown. The 3SEQ_PA track is from Brunner *et al*. [19]. **E.** Northern Blot of Epist in total RNAs from Het-1A cells or blank control. **F.** Cellular fractionation was performed in TE-1 cells followed by RNA isolation and qRT-PCR, demonstrates that *Epist* is a nuclear-retained lincRNA. GAPDH and ACTB are cytoplasmic control and U1 servers as the nuclear control. Error bars indicate S.E.M. **G.** RNA-seq abundance estimates across a panel of adult human tissues. The data were retrieved from human body map project. FPKM, fragments per kilo bases of transcript per million mapped reads. The dash lines denote the esophageal tissues. (H,I) siRNA-mediated knock-down of PITX1 and *Epist*. **H.** Knockdown of PITX1 shows no significant impact on the expression of *Epist*. **I.** Knockdown of *Epist* leads to no remarkable alteration of PITX1 expression.

To characterize the functional relevance of *Epist*, we firstly addressed whether the transcript is indeed noncoding. The computational analysis of coding potential suggested that the *Epist* sequence has a very low coding potential (Document S2). Secondly, isolation of the nuclear and cytosolic fractions of TE-1 cell showed that the *Epist* transcript was mainly located in the nucleus (similar to that of U1, Figure 4F).

Further, we examined the expressional relationship between *Epist* and PITX1. The expression of *Epist* was highly correlated (R=0.95) with that of PITX1 across the cohort of ESCC patients (Figure 6A), indicating that there is an underlying connection between *Epist* and PITX1. However, we observed that knock-down of *Epist* could not significantly alter the expression of PITX1, and vice versa (Figure 4H-4I). These results showed that *Epist* does not directly regulate the transcription of PITX1 and vice versa, suggesting that *Epist* may exert its function in *trans*.

### *Epist* inhibits migration and invasion

According to the above GSEA result, genes that are expressionally correlated with *Epist* are also enriched for functions related to metastasis discovered by three independent studies (Figure 5A-5B; Materials and Methods; Figure S6A). Also, the previously down-regulated gene set of esophageal cancer (MSigDB) was significantly enriched in *Epist*-positively-associated genes [28] (Figure 5C). To study this further, we performed the transwell migration assays using the KYSE30 cell line, which has a higher expression of *Epist* than other cell lines (Figure 4C). The results showed that knock-down of *Epist* lead to an increased number of cells migrating through the membrane (Figure 5D). Next, we established a KYSE30 cell line which stably over-expressed the *Epist* lncRNA (Materials and Methods; Figure S5). Overexpression of *Epist* in the KYSE30 cells markedly reduced the effect of the migration as assessed by the transwell migration assay (Figure 5G). Analysis of the expression of EMT marker genes E-cadherin, N-cadherin in mRNA by qRT-PCR and western blot also supported the above results (Figure 5I, 5J). Meanwhile, we also performed the transwell invasion assays in the loss-of-function and gain-of-function of *Epist* in KYSE30 cells (Materials and Methods). The invaded results were similar to those of transwell migration assays (Figure 5D-5G).

**Figure 5:**
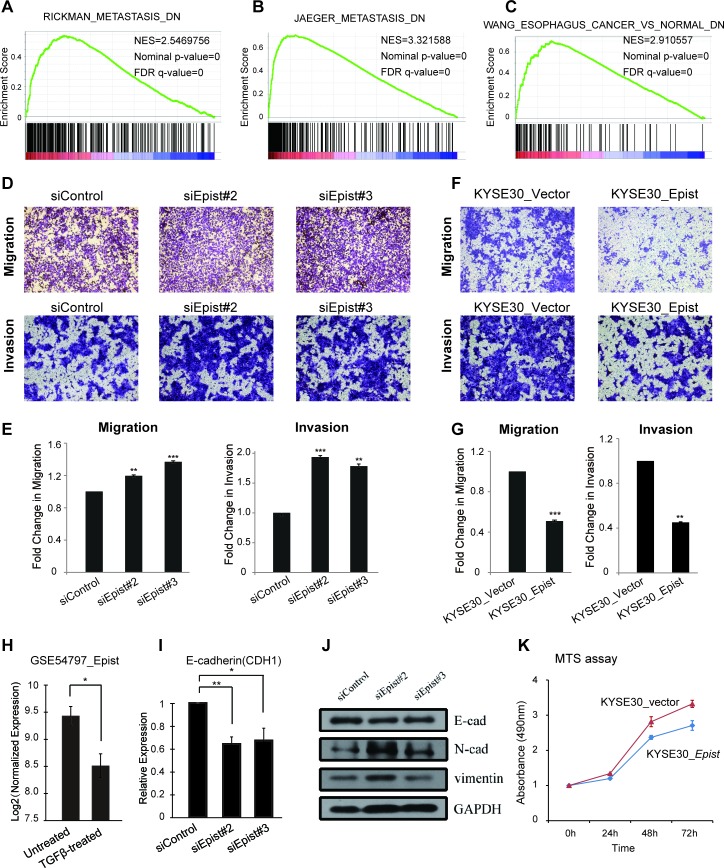
*Epist* inhibits migration and invasion processes **A.**, **B.** *Epist*-correlated genes are enriched in the gene signatures of metastasis from *Jaeger et al.* and *Rickman et al.* **C.** GSEA result shows *Epist*-correlated genes enriched in the gene set of previously identified differentially expressed genes in esophagus cancer. **D.** Representative images of transwell migration (top) and invasion (bottom) assays in siRNA-mediated knock-down of *Epist*. **E.** The barplot showed the summary of the number of migrated (left) and invaded (right) cells per field. **F.** Representative images of transwell migration (top) and invasion (right) assays in KYSE30 cells stably overexpressing *Epist* or control vector sequence. **G.** The barplot showed the summary of the number of migrated (left) and invaded (rigth) cells. **H.** *Epist* was down-regulated in the TGF-β-treated cells (GSE54797). **I.**, **J.** The mRNAs **I.** and protein levels **J.** of several EMT markers (E-cadherin, N-cadherin, Vimentin) after siRNA-mediated loss-of-function of *Epist* in KYSE30 cell line. **K.** Comparison of the cell proliferation measured by MTS assay for KYSE30 overexpressing *Epist* or control vector cell lines. All these data show the mean ± S.D. from three independent assays. Statistical significance was determined by Student's *t* test. *p < 0.05, **p < 0.01; ***p < 0.001.

Additionally, it is well-established that TGF-β could promote cancer metastasis through its efforts on the tumor microenvironment [29]. Accordingly, we observed that the expression level of *Epist* was also decreased when the cells was treated by TGF-β (GSE54797) [30] (Figure 5H).

As a third line of investigation, the MTT assay was applied to measure the growth rate of KYSE30 cells over-expressing *Epist.* The results showed that over-expressing cell had a lower growth rate than controls (Figure 5K), indicating that *Epist* inhibited ESCC cell proliferation.

### *Epist* functions as a tumor suppressing lncRNA in ESCC

Next, to address how *Epist* inhibits the ESCC tumorigenesis, we firstly examined the expression between *Epist* and PITX1 target genes. According to the previous genetic screening report, PITX1 suppresses tumorigenicity by down-regulating the RAS pathway (oncogenic signaling pathway) through RASAL1 [31]. Thus, we calculated the correlation between the expression levels of RASAL1 and *Epist* in the cohort of 119 ESCC patients. Consequently, we observed that *Epist* expression positively and significantly correlated with RASAL1 (Figure 6A). Furthermore, siRNA-mediated knock-down of either PITX1 or *Epist* produced similar effects on the expression level of RASAL1 in TE-1 cell line (Figure 6B). PITX1 has also been identified as a suppressor of telomerase reverse transcriptase (TERT) in tumorigenesis [32]. Up-regulation of TERT is a key component of the transformation processes in many malignant cancer cells. We therefore examined the expression of TERT in KYSE30 cells after knock-down or over-expression of *Epist* and found they led to up-regulation and down-regulation of TERT level, respectively (Figure 6C-6D).

**Figure 6:**
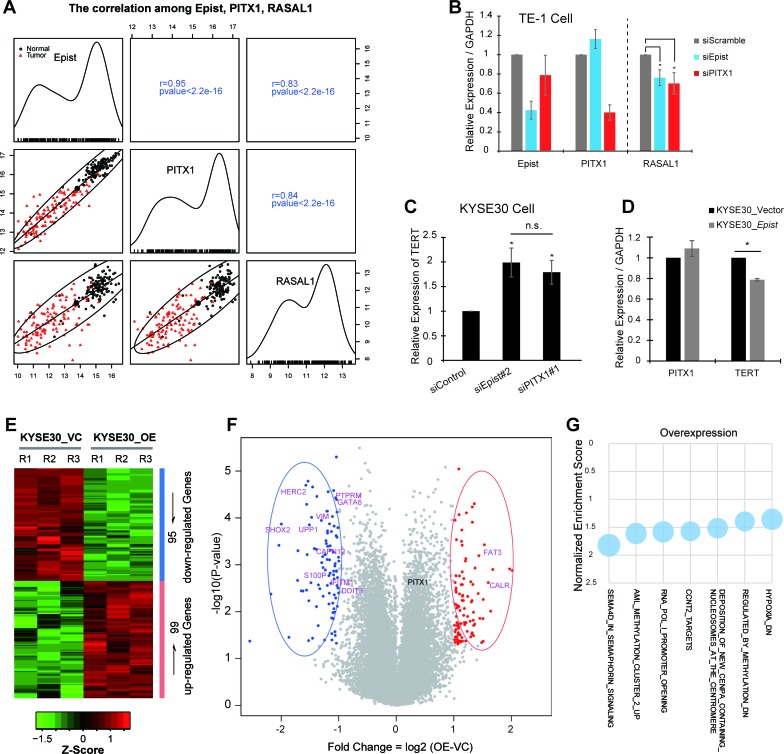
*Epist* acts as a tumor suppressor during ESCC tumorigenesis **A.** Scatter plot showing the expressional relationship among *Epist,* PITX1 and RASAL1. RASAL1 is one of the downstream targets of PITX1. The upper right squares show the Pearson correlation values between each other, and lower left squares show the scatter plot matrix and fitted expressional trend lines for the same comparisons. The black circle and the red triangle represent the expression score in tumor tissues and matched normal tissues, respectively. The diagonal shows the expression distribution across the 119 ESCC paired tissues. **B.**, **C.** siRNA-mediated loss-of-function of *Epist* results in the expression alteration of PITX1-target genes, RASAL1 in TE-1 cell **B.** and TERT in KYSE30 cell **C.**. **D.** KYSE30 stably overexpressing *Epist* cell line shows significantly reduced expression level of TERT than control. **E.** Heatmap of the differentially expressed genes revealed by microarray-based analysis between the KYSE30 cells overexpressing *Epist* and control RNAs, including 95 and 99 down- and up-regulated genes, respectively. **F.** The volcano plot shows the expressional alterations of all annotated genes. The red and blue points represent the up- and down-regulated genes, respectively, and corresponding ovals enclosed several previously identified cancer-associated genes (Up-regulated: FAT3, CALR Down-regulated: VIM, GATA6, DDIT3, HERC2, UPP1, S100P, IFITM1, SHOX2, PTPRM, CAPN12). **G.** The selected genesets from the GSEA analysis. The y axis represents the normalized enrichment score and the relative circular area represents the significant level (−log10(Nominal *p*-value)).

Besides, we performed the microarray analysis to determine which genes' expression was altered by overexpressing *Epist* through comparing the gene expression profile between KYSE30-overexpressing-*Epist* cells and controls, thus identified 95 and 99 down-regulated and up-regulated genes, respectively (Figure 6E). 

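RNA of KYSE30 cells, an ESCC cell line, that stably overexpressed *Epist* and of KYSE30 cells with the control vector was labelled and hybridized to 2-colour Agilent arrays, with 3 biological replicates in each group. The deposited files of the control replicate and the *Epist* replicate with the same number were identical for all 3 pairs, so each pair shared 1 array and the experiment consisted of 3 arrays on 1 slide. The control RNA was labelled with Cy3 and the *Epist* RNA with Cy5 on every array. No array had the dyes exchanged, so a difference between the dyes and a difference between the cells cannot be told apart. Each array held 180880 spots, of which 175906 measured 75149 probes for RNAs, with 2 spots for 49541 probes and 3 spots for 25608 probes. Between 44249 and 44694 probes were well above background in the control samples, and between 51401 and 53840 in the *Epist* samples. No spot for an RNA was saturated. The small number of arrays limits the precision. The authors scanned the arrays and obtained a background-corrected and dye-normalized signal for each spot with Feature Extraction. Here the log2 of this signal was averaged over the spots of a probe, without control spots and spots flagged as outliers, and quantile normalized across the 6 samples with limma, as the methods describe. The 50004 probes that were well above background on all 3 arrays of at least 1 group were compared between the groups. The files give an identifier for each probe and do not pair it with a gene name, so the values of *Epist*, PITX1, TERT and the genes labelled in Figure 6F were not analysed here and the counts are of probes.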

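Most probes differed little between the KYSE30 cells overexpressing *Epist* and the controls. The log2 fold change lay within 0.5 of 0 for 93.6% of the 50004 probes, and the median SD between replicates of a group was 0.15 on the log2 scale. With the methods' t-test, at an unadjusted p under 0.05 and a change of at least 2-fold, 104 probes were down-regulated and 98 were up-regulated. These thresholds are those at which Figure 6F colours its points. The methods of the KYSE30 arrays name no filter on dim probes. With no such filter, the same test called 179 probes down-regulated and 223 up-regulated. Of the 202 probes called with the filter, 140 also passed an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 97 of them down-regulated and 43 up-regulated. With the array as a block, which pairs the samples hybridized together, limma called 108 down-regulated and 118 up-regulated at 2-fold. Without the requirement of a 2-fold change, limma called 1416 probes down-regulated and 903 up-regulated, and 5338 and 4904 with the block. When any 1 array was left out, 1 to 12 probes were down-regulated and 2 to 3 up-regulated without the block, against 2955 to 5647 and 2379 to 5177 with the block. Most of the up-regulated probes were dim in the control. Of the 43 probes, 29 were not well above background on all 3 control arrays, against 3 of the 97 down-regulated probes. Among the 41731 probes well above background on every array in both groups, 95 probes were down-regulated and 14 were up-regulated at least 2-fold, a selection that leaves out increases from a dim control. With normexp background correction and loess in place of the authors' processed signal and quantile normalization, the methods' t-test called 28 probes down-regulated and 10 up-regulated. This correction added an offset of 50, which draws the folds of dim probes towards 0 by its construction. Without the requirement of a 2-fold change, limma then called 1208 probes down-regulated and 833 up-regulated.

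**Figure D1:**
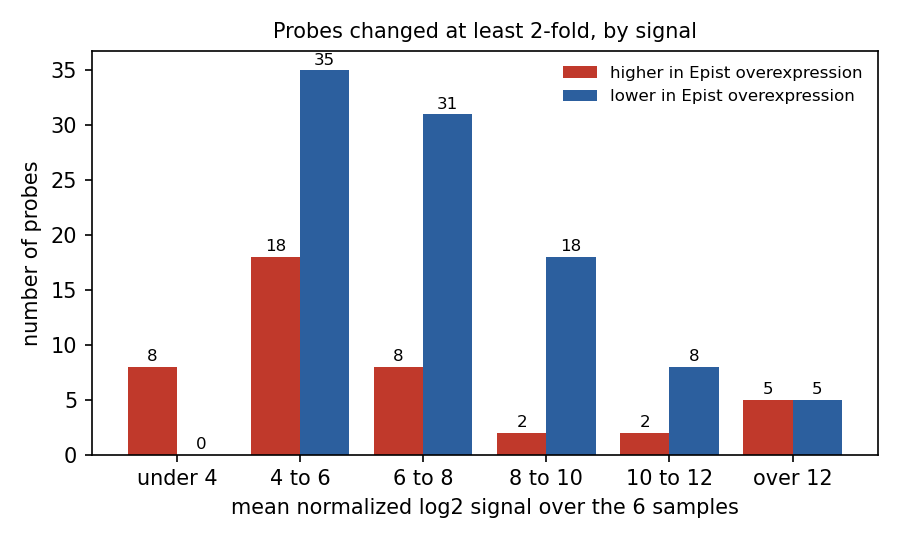
Number of probes (vertical axis) changed at least 2-fold at an adjusted p under 0.05 in limma, by the mean normalized log2 signal over the 6 samples (horizontal axis). Red bars stand for probes higher and blue bars for probes lower in cells overexpressing *Epist*. At a signal under 4 there were 8 higher and 0 lower probes, and from 4 to 6 there were 18 higher and 35 lower. From 6 to 8 there were 8 higher and 31 lower probes, and from 8 to 10 there were 2 and 18. From 10 to 12 there were 2 higher and 8 lower probes, and over 12 there were 5 of each.

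Among the probes past the adjusted threshold with all 3 arrays in one direction, the largest increases were those of probes p29407 and A_33_P3406796, whose genes the files do not name. The normalized log2 signal of p29407 was 10.71 ± 0.24 (SD) over the 3 *Epist* samples and 4.69 ± 0.32 (SD) over the 3 controls, with an adjusted p of 1.02e-05 in limma. This probe was not well above background on any control array. Its increase is given as the fitted fold change after normexp, loess and Aquantile normalization, which was 17.8-fold. The control value in this fold change is the probe's own signal, which was above the lowest signal well above background on all 3 arrays. The normexp offset lowers the fold of a dim probe. This fold change is not a lower bound, since it makes no allowance for the spread between arrays. A_33_P3406796 was also not well above background in the controls and had a fitted increase of 16.8-fold after the same normalization. Its adjusted p in limma on the quantile normalized signal was 1.02e-05. Among the same probes, the largest decreases were those of p22815, with a log2 fold change of -2.08 (standard error 0.20, adjusted p 0.00467 in limma), and of A_21_P0014918, with a log2 fold change of -2.06 (standard error 0.14, adjusted p 0.000949 in limma). Both were well above background on all arrays. After normexp, loess and Aquantile normalization, the log2 fold change was -1.02 for p22815 and -2.06 for A_21_P0014918. The size of the decrease of p22815 thus depended on the processing. In the fit without the block, p22815 lost the adjusted threshold in limma when any 1 array was left out. A_21_P0014918 lost it when array 1 or array 2 was left out. With the block and all 3 arrays, the adjusted p in limma was 0.000198 for p22815 and 8.76e-07 for A_21_P0014918. An exact permutation test of each probe alone gave a two-sided p of 0.1, the smallest that 3 samples against 3 allow. The permutation test ignored the pairing of the samples on arrays. A permutation test that kept the pairing could not reach so small a p. From its comparison of the 2 cell lines, the paper identifies the genes whose expression was altered by overexpressing *Epist*.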

Expression levels of several previously reported genes implicated in cancer development and progression were altered, such as DDIT3, GATA6, UPP1, FAT3 (Figure 6F). These genes are involved in tumorigenesis through diverse mechanisms. In addition, the GSEA results also revealed plenty of biological processes were changed upon Epist overexpression (Figure 6G).

Collectively, all these results indicated that *Epist* acts as a tumor suppressor in ESCC tumorigenesis.

### Search for novel lincRNA transcripts and gene fusions in ESCC

In contrast to microarrays, RNA-seq can be employed to identify the novel transcripts across the genome. We used the single-end RNA-seq data (GSE29968) to identify novel lincRNA candidates according to the pipeline described in Materials and Methods (Figure S1B), and identified 31 novel lincRNA candidates (Table S7). The expression profile of these novel lincRNAs across the 3 ESCC paired tissues are given in Table S7.

Also, RNA-seq data can be used to find the gene fusions and has already led to the discovery of several gene fusions in some cancers [33], such as the *BCR-ABL1* fusion in K562 cell line. We employed the above RNA-seq data to detect expressed gene fusions. However, no recurrent gene fusions were identified in these data. The depth of the RNA-seq data we analyzed is comparable to that in a work identifying recurrent rearrangements of *CIITA* in Hodgkin lymphoma cell lines [34]. On the other hand, gene fusions were neither detected in an analysis on the Sézary syndrome [35]. Although we do not observe the gene fusions in ESCC, we still cannot rule out the possibilities that the fusion transcripts exist, such as the heterologous gene linking to an oncogene.

## DISCUSSION

The human genome encodes a large number of lncRNAs that are dynamically expressed across different developmental stages, that show highly tissue-, differentiation- and lineage-specific expression patterns, and that are implicated in diverse biological processes [36]. To date, a considerable number of lncRNAs have been identified and demonstrated to play important roles in many human cancers [17, 19]. In addition, the progress of high-throughput technology in recent years, such as microarray and RNA-seq, has made it much easier to profile the noncoding transcriptome than before.

### LncRNAs are extensively dysregulated in ESCC tumorigenesis

The work presented here investigated the differences in the long noncoding transcriptome profile between the esophageal squamous cell carcinoma and adjacent normal tissue using both microarray and deep RNA-seq data. The study identified several hundred ESCC-associated lncRNAs (ESCALs), the majority of which had previously not been reported to implicate in tumor progression.

Although a large number of lncRNAs have shown to be involved in diverse biological pathways, the molecular mechanisms by which most lncRNAs act are still not clearly understood. One of the emerging themes of lncRNA is controlling of gene expression. There are a number of lncRNAs reported to play gene regulation roles through recruiting chromatin modifying complexes [37], such as *HOTAIR* and the PRC2 complex [20] and *HOTTIP* and the WDR5/MLL complex [38]. Some lncRNAs are also function through guiding transcription factors to their downstream targets, such as *Paupar* with PAX6 [39] and *THRIL* with hnRNP-L [40]. In ESCC cancer cell lines, *Epist* functions as a tumor suppressor via affecting the expression levels of a number of cancer-associated genes (Figure 6E, 6F). Although *Epist* apparently does not affect the expression of PITX1, we have shown that *Epist* may regulate the expression levels of at least two genes (RASAL1, TERT), targets of PITX1. However, we observed the facts that *Epist* and PITX1 are coordinately activated, perhaps they are co-located and share the upstream regulatory elements, thus co-expressed (Figure 6A). However, we did not detect physical interaction between Epist and PITX1 (data not shown). The detailed molecular mechanisms of *Epist* exerts are still needed to further investigate.

There are several ESCALs showing fold difference greater than +/−20. Of which, *CASC9* (Homo sapiens cancer susceptibility candidate 9, LINC00981) has been recently validated in other cohorts of ESCC patients and reported to play the oncogenic roles in ESCC [41]. *LOC645638* is another example of ESCAL that was detected down-regulated markedly in all three datasets (~5 fold). Moreover, this lncRNA was significantly associated with the ESCC patient survival (Figure 2D) and, like *Epist,* was also inferred to have biological relevance to metastasis and cell cycle processes (Table S6). A recent report has shown that *LOC645638* (lnc-DC), which is exclusively expressed in human conventional dendritic cells, promotes the phosphorylation of STAT3 Y705 by preventing STAT3 binding to and dephosphorylation by SHP1 [42]. Future studies should be addressed whether this lncRNA has tumor suppressive activity, and if so, whether these mechanisms are important in this aspect.

### Inferring the biological functions of lncRNAs with paired tissues data

One of the major challenges concerning the study of lncRNAs is to determine their biological functions. Here we used the GSEA tool to predict the biological roles for the lncRNAs in ESCC paired tissues data through the “guilt-by-association” method [9]. For this purpose, the fold difference in expression (ΔE = T - N) in tissues (and not the expression value itself) was assigned to each probed lncRNA and protein-coding gene. Because the genomic landscape in ESCC was similar to that in head and neck squamous cell carcinomas (HNSCC), two metastatic gene signatures applied to HNSCC were used [43]. The correlation between lncRNAs and mRNAs was computed based on the fold difference values. The fold difference may reflect transcriptional responses in the gene regulatory network. Aberrantly expressed *HOTAIR* previously reported to promote metastasis, was taken as a positive control [20]. Our work here is the first report to establish the utility of paired tissues data to infer functional roles of lncRNA in cancerous pathways.

### *Epist* may play critical roles in development and differentiation

Recent efforts have shown that lncRNAs have higher tissue-specificity and less conservation than those of protein-coding genes [36]. In accordance with this notion, *Epist* is highly expressed in the esophagus (and to some extent in the prostate and colon). *Epist* is also not appreciably conserved in vertebrates, although it appears to be conserved among primates, indicating of a more recent evolution (Figure S7).

Besides, the GSEA results suggested that among the genes, which were positively correlated with *Epist* in the microarray data, there were significantly enriched for genes belonging to the epithelial differentiation module (Figure S6B). Also, the bivalent domain (a chromatin region marked by both the active mark, H3K4me3 and the repressive mark, H3K27me3) [44] occurs at the promoter region of *Epist* and PITX1 in the H1-hESC cell line (ENCODE ChIP-seq data) (Figure S6C). Bivalent domains were proposed to represent a state in which the developmental and differential genes in ES cells are silent while at the same time being kept poised for activation [44]. Previously, lncRNA *Fendrr*, which controls the cell fate of lateral mesoderm [16] and in lung development [13], also possesses a bivalent domain in ES cells, and available ChromHMM data also showed signs of the poised promoter state at the *Epist* locus in diverse cell types. PITX1 has been reported to plays critical roles in specifying hindlimb morphology [45], thus, taken together, we may further postulate that bivalent chromatin marks *Epist* having essential roles in development and differentiation similar to those of PITX1.

Further investigation should address the functional significance of other ESCALs in order to elucidate the detailed mechanisms by which they exert. The application of recently developed technologies to capture the chromatin binding profile of ncRNAs on a genome scale, such as chromatin isolation by RNA purification (ChIRP) [46] and RNA antisense purification (RAP) [47], will probably contribute to unveil the detailed molecular mechanisms of how lncRNAs control gene expression and chromatin state.

This study on a Chinese patient group has yielded new insights into the pathogenesis of ESCC, providing evidence that long noncoding transcripts may be regulators of tumorigenesis. Further work on the detailed mechanism by which lncRNAs act will be important for understanding how these transcripts may affect disease or cancer states and could provide key insights into therapeutic targeting.

## MATERIALS AND METHODS

### Microarray and RNA-seq data analysis

The transcriptome profiles for 119 pairs of ESCCs and patient-matched normal tissues, were measured by the combined mRNA + lncRNA V2.0 microarray on an Agilent platform. The microarray data had previously been deposited on the Gene Expression Omnibus, under accession number GSE53625. Data processing was similar to our previous work [22]. Briefly, for the noncoding RNA probes, we established a probe map for mapping the probe sequences uniquely to the long noncoding RNA collections (GENCODE v19, UCSC NR* transcript and Cabili M. N. *et al.* [23]). Median values were used for multiple probes corresponding to the same noncoding gene. Quantile normalization, and imputation for missing values using a KNN-based method were processed in R. For calling of differentially expressed genes, the fold differences (>=2), FDR (<0.001) and average expression were used (the probed transcripts were discarded, if both normal and tumor values were less than the average value across the samples. The average expression value is 6.799 for lncRNA and 9.963 for protein-coding gene, shown as the dash lines in Figure 1A). For the Gene Ontology enrichment analysis, the DAVID webserver [48] was used.

The methods calling of differentially expressed lncRNAs for RNA-seq data were documented in Document S1. We computed the FPKM value as the expression level. The detailed summary of the high-throughput data is listed in Figure S2. Genome coverage wiggle files were generated with BEDTools [49]. Additional RNA-seq data from human tissues, cell types and cancer cell types were retrieved from the Illumina Human Body Map Project [23] and the human ENCODE project [50]. To identify the novel lincRNA transcripts, single-exon transcripts were eliminated from the Cufflinks-assembled transcriptome [23]. De novo transcriptome assembly was processed by the Trinity software [51].

### ESCC cell lines and culture conditions

The ESCC cell lines (KYSE510, KYSE450, KYSE150, KYSE30, EC109 and TE-1) were purchased from Cell Resources Center, IBMS, CAMS/PUMC. The immortalized normal esophageal epithelial cell line Het-1A was purchased from ATCC, not authenticated before use. The STR profile of KYSE30 cell line was authenticated at GENEWIZ, Beijing. The TE-1 and EC109 cell lines were authenticated by Cell Resources Center, were maintained using standard media and conditions. Specifically, KYSE510, KYSE450, KYSE150, KYSE30, EC109 and TE-1 cells were maintained in RPMI 1640 (Life Technology) supplemented with 10% FBS. Het-1A was maintained in BEBM (Lonza). The flasks used to culture Het-1A cells were pre-coated with a mixture of 0.01 mg/mL fibronectin, 0.03 mg/mL bovine collagen type I and 0.01 mg/mL bovine serum albumin dissolved in culture medium. KYSE30 stably overexpressing *Epist* or control vector cell lines were generated by transfected lentiviral constructs encoding *Epist* or blank RNA for 48 h. GFP-positive cells were selected on 2 μg/ml puromycin for one week.

### Transcriptome-wide analysis of KYSE30 cell line overexpressing *Epist*

Total RNAs were isolated from the KYSE30 cells overexpressing *Epist* or control vector using the Trizol (three biological replicates), followed by DNaseI treatment. The quality of RNAs were assessed with Nanodrop 2000. 500 ng RNAs were used to generate fluorescence-labelled cDNA for hybridization according to the Agilent standard workflow. The microarray hybridization experiment was performed at the CapitalBio Corporation, Beijing. Arrays were scanned with the Agilent DNA Microarray Scanner and processed with the Agilent Feature Extraction v10.7, then quantile normalized using the R limma package. 

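The headers of the scanner files name a later version of Feature Extraction than the one stated. The negative control spots, which have no target, had a median processed signal between 7.74 and 8.23 in the Cy3 channel and between 3.21 and 4.29 in the Cy5 channel. The Cy3 value was 1.92 to 2.42 times the Cy5 value on the same array. Of the probes compared, 8264 were well above background on all 3 arrays in the *Epist* samples alone, and 9 in the controls alone. The processed signals had medians between 61.9 and 63.7 in the 6 samples before quantile normalization. The deposited table of normalized values holds 75217 rows, of which 68 are control spots, and its 6 columns share 1 distribution, with their sorted values at most 0.00764 apart on the log2 scale. With these deposited values for the same probes, limma called 1436 probes down-regulated and 910 up-regulated at an adjusted p under 0.05.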

The fold change and two-tailed Student's *t* test were applied for statistical analysis of differentially expressed genes. 

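For the tissue arrays, the methods call differentially expressed genes by a fold difference of at least 2 and an FDR under 0.001, while the paragraph on the KYSE30 arrays names the fold change and the test without a threshold. An unadjusted p under 0.05 in the methods' t-test was found for 9513 of the 50004 probes. After Benjamini-Hochberg adjustment over all probes, 142 probes remained at an adjusted p under 0.05, of which 85 were lower and 57 were higher in cells overexpressing *Epist*. A change of at least 2-fold was found for 29 of these, 23 lower and 6 higher. At an adjusted p under 0.001 and a 2-fold change, a threshold added after the data were seen, limma called 14 probes lower and 2 higher, and the methods' t-test called 0. In limma, which shares the estimate of variance between probes, 10502 probes had an unadjusted p under 0.05, and 116 of the 142 probes were also called after adjustment.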

Heatmap and Scatterplot were drawn with the functions in R. The microarray data have been deposited in the GEO database under accession number GSE64792.

### Rapid amplification of cDNA ends (RACE), northern blot and quantitative RT-PCR (qRT-PCR)

Total RNAs were isolated from the cell lines (Het-1A, EC109, KYSE510, KYSE450, TE-1, KYSE30, KYSE150) with the Trizol reagent (Invitrogen) according to the manufacturer's instructions, and then subjected to DNaseI treatment. 3′- and 5′-RACE were performed using the RLM RACE kit (Ambion AM1700) and 5′-RACE System for Rapid Amplification cDNA Ends (Life Technology, 18374-058).

For the qRT-PCRs, the SuperScript III reverse transcriptase was employed to synthetize the first-strand cDNA. qPCR analysis was performed with 0.5 μL cDNA as template in a 20 μL reaction volumes using SYBR green master mixture on the Rotor-Gene^®^ Q real-time cycler (Qiagen). The expression levels were normalized to GAPDH and the relative expression was calculated by the delta-delta Ct method. All analyses shown were carried out on at least three biological replicates for each sample; *P-values* were calculated by Student's *t-test* from the biological replicates.

The Northern blot was performed as described [52]. All primers used are listed in the Table S8.

### Nuclear localization

The nuclear and cytoplasmic fractions of TE-1 cells were isolated with the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo). The total RNA isolated from the subcellular fractions was assessed by qRT-PCR. GAPDH and ACTB serve as the cytosolic controls, and U1 as the nuclear control.

### Survival analysis with probed genes for ESCC

For each probe in the microarray assay, we performed in parallel survival analysis with the expression value (T) of tumor tissues and the difference in expression value between tumor and adjacent normal tissues (ΔE = T - N). We labelled the tumor expression or expression difference of each probe as “high” or “low” according to whether the value was higher or lower than the average of T or ΔE, respectively, across the 119 pairs of ESCC samples. The log-rank test was used to measure whether the survival time was significantly different between the “high” and “low” expression of patient groups, the probe was included for further consideration if p-values for both T and ΔE were less than 0.05. The Kaplan-Meier plots were drawn using the R packages. Clinical information concerning the patients is found in Li *et al*. [22].

### Gene set enrichment analysis

For the GSEA [53], fold difference (ΔE = T - N) of every probe of ESCALs in the microarray across the 119 paired samples was considered as a numeric vector, and all protein-coding genes were ranked by the Pearson metric with our python script. Genes whose correlation was measured by multiple probes were consolidated using the maximum values obtained with these probes. We employed the GseaPreRanked tool to identify the enriched gene-set collections in c2.all.v4.0.symbols.gmt of MSigDB with a permutation of 1000. The threshold for the nominal p-value and FDR q-value were set to 0.01 and 0.05, respectively. For calculating the correlation with metastasis, the three paired gene sets from the MSigDB Chemical and Genetic Perturbations (CGP) categories were taken to represent metastasis gene signature (JAEGER_METASTASIS_UP and _DN [54], RICKMAN_METASTASIS_UP and _DN [55], CROMER_METASTASIS_UP and _DN [56]). The KEGG_CELL_CYCLE and the KEGG_APOPTOSIS get sets were used to assess the associations with cell cycle and apoptosis, respectively.

### Lentivirus production and purification

The *Epist* sequence was cloned into the lentivector pCDH-MSCV-MCS-EF1-GFP+Puro cDNA Cloning and Expression Vector (SBI CD713B-1). 293T cells were cultured in T-175 flasks at 40%~50% confluence before transfection. Transfection was performed using Lipofectamine 2000 (Life Technologies). For each flask, 20.25 μg of lentivectors, 13.2 μg of pMDL-g/p, 5.1 μg of RSV-REV and 7.125 μg of VSVG were added to 4 ml OptiMEM (Life Technologies). 100 μl of Lipofectamine 2000 was diluted in 4 ml OptiMEM and it was added to the plasmid mixture after 5 min. The complete mixture was incubated at room temperature for 20 min before being added to cells. After 6 h, the medium was changed to 30 ml DMEM + 20% FBS. The medium was collected at 48 h and 72 h and centrifuged at 3,000 rpm at 4 °C for 10 min to pellet the cell debris. The supernatant was filtered through a 0.45 μm low protein binding membrane. The virus was ultracentrifuged at 20000 g for 2 h at 4°C and then resuspended overnight at 4°C in PBS. Aliquots were stored at −80°C.

### Transwell migration assay

For knock-down of *Epist*, KYSE30 cells were transfected with siRNA, trypsinized after 24 h, and counted with a Coulter counter. For overexpression of *Epist*, KYSE30 cells stably expressing *Epist* or the control vector were trypsinized, and counted with a Coulter counter. 35,000 cells were seeded in the upper chamber of Transwell (Corning 3422) with no serum medium, while 10% FBS medium was added to the lower chamber as a chemoattractant. After 24 h incubation at 37°C, 5% CO_2_ atmosphere, the non-migrating cells were gently removed with a cotton swab. Migrated cells located on the lower side of the chamber were stained with crystal violet, air dried and photographed. Migrated cells were eluted with 10% acetic acid, and absorbance measured at 560 nm using spectrophotometer.

### Transwell invasion assay

We diluted thawed BD Matrigel matrix (BD 356230) into coating buffer (0.01M Tris pH 8.0, 0.7% NaCl) to a final concentration of 250 μg/ml, mix gently and thoroughly, followed by adding 0.1 ml of the diluted Matrigel matrix coating solution into the upper chamber of the Transwell (Corning 3422) and incubating the coated Transwell plate at 37°C for 2 h. Any pipets, syringes, or containers that will come in contact with BD Matrigel matrix must be chilled prior to use. Cultured 100,000 cells in the coated upper chamber, the rest operation is same as Transwell migration assay mentioned above.

All the images of Transwell migration and invasion assays were captured using an Olympus microscope imaging systems.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## References

[1] Jemal A, Bray F, Center MM, Ferlay J, Ward E, Forman D (2011). Global cancer statistics. CA: a cancer journal for clinicians.

[2] Yang L, Parkin DM, Ferlay J, Li L, Chen Y (2005). Estimates of cancer incidence in China for 2000 and projections for 2005. Cancer epidemiology, biomarkers & prevention : a publication of the American Association for Cancer Research, cosponsored by the American Society of Preventive Oncology.

[3] Lima SC, Hernandez-Vargas H, Simao T, Durand G, Kruel CD, Le Calvez-Kelm F, Ribeiro Pinto LF, Herceg Z (2011). Identification of a DNA methylome signature of esophageal squamous cell carcinoma and potential epigenetic biomarkers. Epigenetics : official journal of the DNA Methylation Society.

[4] Li JS, Ying JM, Wang XW, Wang ZH, Tao Q, Li LL (2013). Promoter methylation of tumor suppressor genes in esophageal squamous cell carcinoma. Chin J Cancer.

[5] Ma S, Bao JYJ, Kwan PS, Chan YP, Tong CM, Fu L, Zhang N, Tong AHY, Qin YR, Tsao SW, Chan KW, Lok S, Guan XY (2012). Identification of PTK6, via RNA Sequencing Analysis, as a Suppressor of Esophageal Squamous Cell Carcinoma. Gastroenterology.

[6] Tong M, Chan KW, Bao JY, Wong KY, Chen JN, Kwan PS, Tang KH, Fu L, Qin YR, Lok S, Guan XY, Ma S (2012). Rab25 is a tumor suppressor gene with antiangiogenic and anti-invasive activities in esophageal squamous cell carcinoma. Cancer Res.

[7] Ding DP, Chen ZL, Zhao XH, Wang JW, Sun J, Wang Z, Tan FW, Tan XG, Li BZ, Zhou F, Shao K, Li N, Qiu B, He J (2011). miR-29c induces cell cycle arrest in esophageal squamous cell carcinoma by modulating cyclin E expression. Carcinogenesis.

[8] Xu X, Chen Z, Zhao X, Wang J, Ding D, Wang Z, Tan F, Tan X, Zhou F, Sun J, Sun N, Gao Y, Shao K, Li N, Qiu B, He J (2012). MicroRNA-25 promotes cell migration and invasion in esophageal squamous cell carcinoma. Biochem Biophys Res Commun.

[9] Guttman M, Amit I, Garber M, French C, Lin MF, Feldser D, Huarte M, Zuk O, Carey BW, Cassady JP, Cabili MN, Jaenisch R, Mikkelsen TS, Jacks T, Hacohen N, Bernstein BE (2009). Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature.

[10] Klattenhoff CA, Scheuermann JC, Surface LE, Bradley RK, Fields PA, Steinhauser ML, Ding H, Butty VL, Torrey L, Haas S, Abo R, Tabebordbar M, Lee RT, Burge CB, Boyer LA (2013). Braveheart, a long noncoding RNA required for cardiovascular lineage commitment. Cell.

[11] Ulitsky I, Shkumatava A, Jan CH, Sive H, Bartel DP (2011). Conserved function of lincRNAs in vertebrate embryonic development despite rapid sequence evolution. Cell.

[12] Guttman M, Donaghey J, Carey BW, Garber M, Grenier JK, Munson G, Young G, Lucas AB, Ach R, Bruhn L, Yang X, Amit I, Meissner A, Regev A, Rinn JL, Root DE (2011). lincRNAs act in the circuitry controlling pluripotency and differentiation. Nature.

[13] Sauvageau M, Goff LA, Lodato S, Bonev B, Groff AF, Gerhardinger C, Sanchez-Gomez DB, Hacisuleyman E, Li E, Spence M, Liapis SC, Mallard W, Morse M, Swerdel MR, D'Ecclessis MF, Moore JC (2013). Multiple knockout mouse models reveal lincRNAs are required for life and brain development. eLife.

[14] Rinn JL, Kertesz M, Wang JK, Squazzo SL, Xu X, Brugmann SA, Goodnough LH, Helms JA, Farnham PJ, Segal E, Chang HY (2007). Functional demarcation of active and silent chromatin domains in human HOX loci by noncoding RNAs. Cell.

[15] Kotake Y, Nakagawa T, Kitagawa K, Suzuki S, Liu N, Kitagawa M, Xiong Y (2011). Long non-coding RNA ANRIL is required for the PRC2 recruitment to and silencing of p15(INK4B) tumor suppressor gene. Oncogene.

[16] Grote P, Wittler L, Hendrix D, Koch F, Wahrisch S, Beisaw A, Macura K, Blass G, Kellis M, Werber M, Herrmann BG (2013). The Tissue-Specific lncRNA Fendrr Is an Essential Regulator of Heart and Body Wall Development in the Mouse. Developmental cell.

[17] Prensner JR, Iyer MK, Balbin OA, Dhanasekaran SM, Cao Q, Brenner JC, Laxman B, Asangani IA, Grasso CS, Kominsky HD, Cao X, Jing X, Wang X, Siddiqui J, Wei JT, Robinson D (2011). Transcriptome sequencing across a prostate cancer cohort identifies PCAT-1, an unannotated lincRNA implicated in disease progression. Nat Biotechnol.

[18] Prensner JR, Iyer MK, Sahu A, Asangani IA, Cao Q, Patel L, Vergara IA, Davicioni E, Erho N, Ghadessi M, Jenkins RB, Triche TJ, Malik R, Bedenis R, McGregor N, Ma T (2013). The long noncoding RNA SChLAP1 promotes aggressive prostate cancer and antagonizes the SWI/SNF complex. Nat Genet.

[19] Brunner AL, Beck AH, Edris B, Sweeney RT, Zhu SX, Li R, Montgomery K, Varma S, Gilks T, Guo X, Foley JW, Witten DM, Giacomini CP, Flynn RA, Pollack JR, Tibshirani R (2012). Transcriptional profiling of lncRNAs and novel transcribed regions across a diverse panel of archived human cancers. Genome Biol.

[20] Gupta RA, Shah N, Wang KC, Kim J, Horlings HM, Wong DJ, Tsai MC, Hung T, Argani P, Rinn JL, Wang Y, Brzoska P, Kong B, Li R, West RB, van de Vijver MJ (2010). Long non-coding RNA HOTAIR reprograms chromatin state to promote cancer metastasis. Nature.

[21] Kogo R, Shimamura T, Mimori K, Kawahara K, Imoto S, Sudo T, Tanaka F, Shibata K, Suzuki A, Komune S, Miyano S, Mori M (2011). Long noncoding RNA HOTAIR regulates polycomb-dependent chromatin modification and is associated with poor prognosis in colorectal cancers. Cancer Res.

[22] Li J, Chen Z, Tian L, Zhou C, He MY, Gao Y, Wang S, Zhou F, Shi S, Feng X, Sun N, Liu Z, Skogerboe G, Dong J, Yao R, Zhao Y (2014). LncRNA profile study reveals a three-lncRNA signature associated with the survival of patients with oesophageal squamous cell carcinoma. Gut.

[23] Cabili MN, Trapnell C, Goff L, Koziol M, Tazon-Vega B, Regev A, Rinn JL (2011). Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Genes Dev.

[24] Tano K, Mizuno R, Okada T, Rakwal R, Shibato J, Masuo Y, Ijiri K, Akimitsu N (2010). MALAT-1 enhances cell motility of lung adenocarcinoma cells by influencing the expression of motility-related genes. Febs Lett.

[25] Chen G, Wang Z, Wang D, Qiu C, Liu M, Chen X, Zhang Q, Yan G, Cui Q (2013). LncRNADisease: a database for long-non-coding RNA-associated diseases. Nucleic Acids Res.

[26] Li X, Wu Z, Mei Q, Guo M, Fu X, Han W (2013). Long non-coding RNA HOTAIR, a driver of malignancy, predicts negative prognosis and exhibits oncogenic activity in oesophageal squamous cell carcinoma. Br J Cancer.

[27] Kundaje A, Meuleman W, Ernst J, Bilenky M, Yen A, Heravi-Moussavi A, Kheradpour P, Zhang Z, Wang J, Ziller MJ, Amin V, Whitaker JW, Schultz MD, Ward LD, Sarkar A, Quon G (2015). Integrative analysis of 111 reference human epigenomes. Nature.

[28] Wang S, Zhan M, Yin J, Abraham JM, Mori Y, Sato F, Xu Y, Olaru A, Berki AT, Li H, Schulmann K, Kan T, Hamilton JP, Paun B, Yu MM, Jin Z (2006). Transcriptional profiling suggests that Barrett's metaplasia is an early intermediate stage in esophageal adenocarcinogenesis. Oncogene.

[29] Padua D, Massague J (2009). Roles of TGFβ in metastasis. Cell Res.

[30] Yuan JH, Yang F, Wang F, Ma JZ, Guo YJ, Tao QF, Liu F, Pan W, Wang TT, Zhou CC, Wang SB, Wang YZ, Yang Y, Yang N, Zhou WP, Yang GS (2014). A long noncoding RNA activated by TGF-β promotes the invasion-metastasis cascade in hepatocellular carcinoma. Cancer cell.

[31] Kolfschoten IG, van Leeuwen B, Berns K, Mullenders J, Beijersbergen RL, Bernards R, Voorhoeve PM, Agami R (2005). A genetic screen identifies PITX1 as a suppressor of RAS activity and tumorigenicity. Cell.

[32] Qi DL, Ohhira T, Fujisaki C, Inoue T, Ohta T, Osaki M, Ohshiro E, Seko T, Aoki S, Oshimura M, Kugoh H (2011). Identification of PITX1 as a TERT suppressor gene located on human chromosome 5. Mol Cell Biol.

[33] Maher CA, Kumar-Sinha C, Cao X, Kalyana-Sundaram S, Han B, Jing X, Sam L, Barrette T, Palanisamy N, Chinnaiyan AM (2009). Transcriptome sequencing to detect gene fusions in cancer. Nature.

[34] Steidl C, Shah SP, Woolcock BW, Rui L, Kawahara M, Farinha P, Johnson NA, Zhao Y, Telenius A, Neriah SB, McPherson A, Meissner B, Okoye UC, Diepstra A, van den Berg A, Sun M (2011). MHC class II transactivator CIITA is a recurrent gene fusion partner in lymphoid cancers. Nature.

[35] Lee CS, Ungewickell A, Bhaduri A, Qu K, Webster DE, Armstrong R, Weng WK, Aros CJ, Mah A, Chen RO, Lin M, Sundram U, Chang HY, Kretz M, Kim YH, Khavari PA (2012). Transcriptome sequencing in Sezary syndrome identifies Sezary cell and mycosis fungoides-associated lncRNAs and novel transcripts. Blood.

[36] Ulitsky I, Bartel DP (2013). lincRNAs: Genomics, Evolution, and Mechanisms. Cell.

[37] Khalil AM, Guttman M, Huarte M, Garber M, Raj A, Rivea Morales D, Thomas K, Presser A, Bernstein BE, van Oudenaarden A, Regev A, Lander ES, Rinn JL (2009). Many human large intergenic noncoding RNAs associate with chromatin-modifying complexes and affect gene expression. Proceedings of the National Academy of Sciences.

[38] Wang KC, Yang YW, Liu B, Sanyal A, Corces-Zimmerman R, Chen Y, Lajoie BR, Protacio A, Flynn RA, Gupta RA, Wysocka J, Lei M, Dekker J, Helms JA, Chang HY (2011). A long noncoding RNA maintains active chromatin to coordinate homeotic gene expression. Nature.

[39] Vance KW, Sansom SN, Lee S, Chalei V, Kong L, Cooper SE, Oliver PL, Ponting CP (2014). The long non-coding RNA Paupar regulates the expression of both local and distal genes. The EMBO journal.

[40] Li Z, Chao TC, Chang KY, Lin N, Patil VS, Shimizu C, Head SR, Burns JC, Rana TM (2014). The long noncoding RNA THRIL regulates TNFalpha expression through its interaction with hnRNPL. Proceedings of the National Academy of Sciences of the United States of America.

[41] Hao Y, Wu W, Shi F, Dalmolin RJ, Yan M, Tian F, Chen X, Chen G, Cao W (2015). Prediction of long noncoding RNA functions with co-expression network in esophageal squamous cell carcinoma. BMC Cancer.

[42] Wang P, Xue Y, Han Y, Lin L, Wu C, Xu S, Jiang Z, Xu J, Liu Q, Cao X (2014). The STAT3-binding long noncoding RNA lnc-DC controls human dendritic cell differentiation. Science.

[43] Song Y, Li L, Ou Y, Gao Z, Li E, Li X, Zhang W, Wang J, Xu L, Zhou Y, Ma X, Liu L, Zhao Z, Huang X, Fan J, Dong L (2014). Identification of genomic alterations in oesophageal squamous cell cancer. Nature.

[44] Bernstein BE, Mikkelsen TS, Xie X, Kamal M, Huebert DJ, Cuff J, Fry B, Meissner A, Wernig M, Plath K, Jaenisch R, Wagschal A, Feil R, Schreiber SL, Lander ES (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell.

[45] Infante CR, Park S, Mihala AG, Kingsley DM, Menke DB (2013). Pitx1 broadly associates with limb enhancers and is enriched on hindlimb cis-regulatory elements. Dev Biol.

[46] Chu C, Qu K, Zhong FL, Artandi SE, Chang HY (2011). Genomic maps of long noncoding RNA occupancy reveal principles of RNA-chromatin interactions. Mol Cell.

[47] Engreitz JM, Pandya-Jones A, McDonel P, Shishkin A, Sirokman K, Surka C, Kadri S, Xing J, Goren A, Lander ES, Plath K, Guttman M (2013). The Xist lncRNA exploits three-dimensional genome architecture to spread across the X chromosome. Science.

[48] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[49] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[50] Dunham I, Kundaje A, Aldred SF, Collins PJ, Davis CA, Doyle F, Epstein CB, Frietze S, Harrow J, Kaul R, Khatun J, Lajoie BR, Landt SG, Lee BK, Pauli F, Rosenbloom KR (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[51] Haas BJ, Papanicolaou A, Yassour M, Grabherr M, Blood PD, Bowden J, Couger MB, Eccles D, Li B, Lieber M, Macmanes MD, Ott M, Orvis J, Pochet N, Strozzi F, Weeks N (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat Protoc.

[52] Luo H, Sun Y, Wei G, Luo J, Yang X, Liu W, Chen R (2015). The Functional Characterization of Long Non-coding RNA Lnc_bc060912 in Human Lung Carcinoma Cells. Biochemistry-us.

[53] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America.

[54] Jaeger J, Koczan D, Thiesen HJ, Ibrahim SM, Gross G, Spang R, Kunz M (2007). Gene expression signatures for tumor progression, tumor subtype, and tumor thickness in laser-microdissected melanoma tissues. Clin Cancer Res.

[55] Rickman DS, Millon R, De Reynies A, Thomas E, Wasylyk C, Muller D, Abecassis J, Wasylyk B (2008). Prediction of future metastasis and molecular characterization of head and neck squamous-cell carcinoma based on transcriptome and genome analysis by microarrays. Oncogene.

[56] Cromer A, Carles A, Millon R, Ganguli G, Chalmel F, Lemaire F, Young J, Dembele D, Thibault C, Muller D, Poch O, Abecassis J, Wasylyk B (2004). Identification of genes associated with tumorigenesis and metastatic potential of hypopharyngeal cancer by microarray analysis. Oncogene.

# Supplementary material for: Transcriptome profiling of esophageal squamous cell carcinoma reveals a long noncoding RNA acting as a tumor suppressor
**Source:** Oncotarget. 2015 May 19;6(19):17065–80. doi: 10.18632/oncotarget.4185
**Supplement:** Supplementary file 1

# Transcriptome profiling of esophageal squamous cell carcinoma reveals a long noncoding RNA acting as a tumor suppressor

## Supplementary Material

### Supplementary Documents

1. **Document S1** Methods used for calling differentially expressed long noncoding RNAs for RNA-Seq data of GSE29968 and GSE32424.
2. **Document S2** Materials and methods for coding potential analysis.
3. **Document S3** Search for novel transcripts and fusion transcripts

### Supplementary Tables

1. **Table S1** The re-annotated probes for long noncoding RNAs collections.
2. **Table S2A** The expression table of the mRNA in the combined microarray across the 119 ESCC patients.
3. **Table S2B** The expression table of the lncRNA in the combined microarray across the 119 ESCC patients.
4. **Table S3** The RNA-Seq expression profile of all coding and noncoding genes.
5. **Table S4** ESCALs shows enriched expression specific to esophagus or ESCC. (a) The ESCALs overlapped with 3SEQ peaks. (b) Overlapped 3SEQ peaks shows differential expression patterns across the assayed tumor samples. (c) ESCALs intersecting with LncRNADisease database.
6. **Table S5** Survival analysis tables for differentially expressed lncRNAs in microarray.
7. **Table S6** GSEA result and the result data for Figure 3c.
8. **Table S7** The novel transcripts identified from the GSE29968 data. Three pairs of ESCC and adjacent normal tissues.
9. **Table S8** Primers and oligos used in this work.

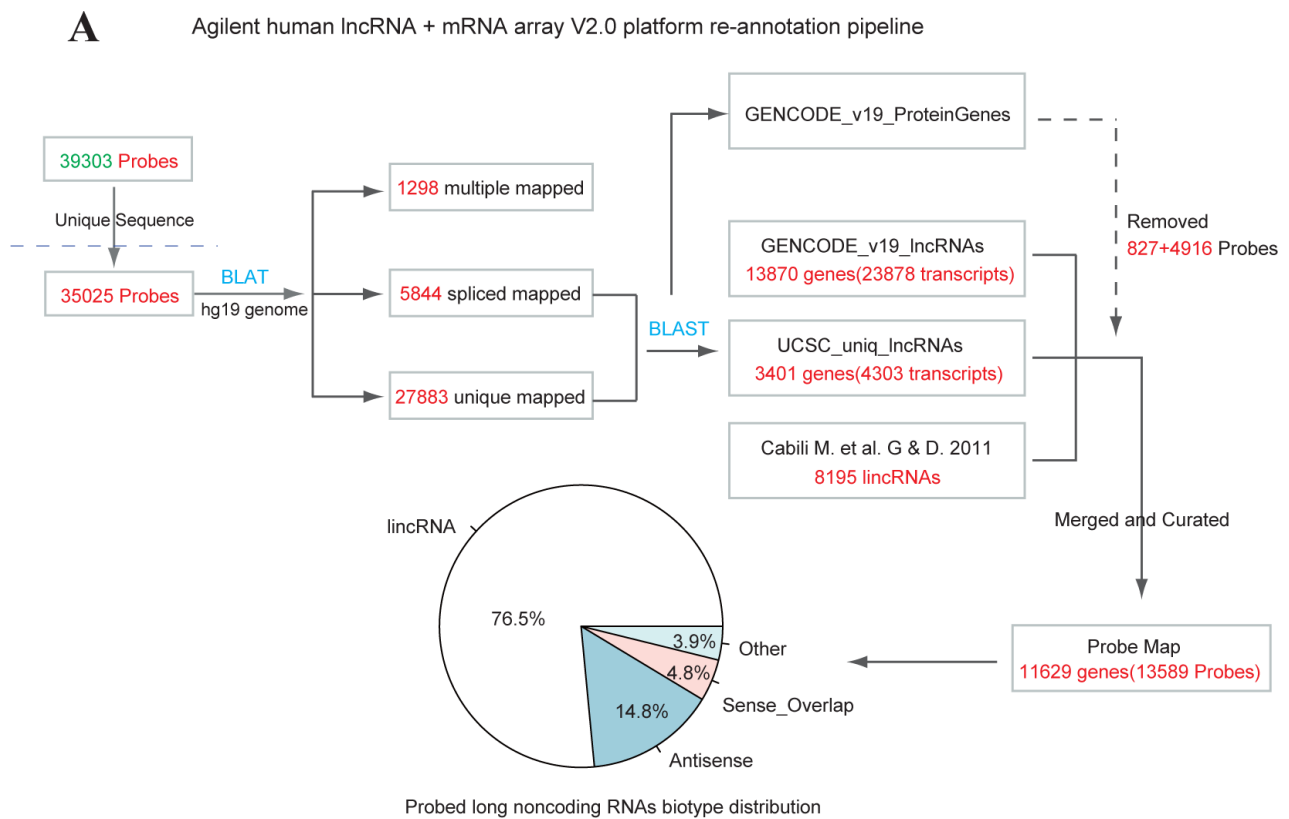

**B**

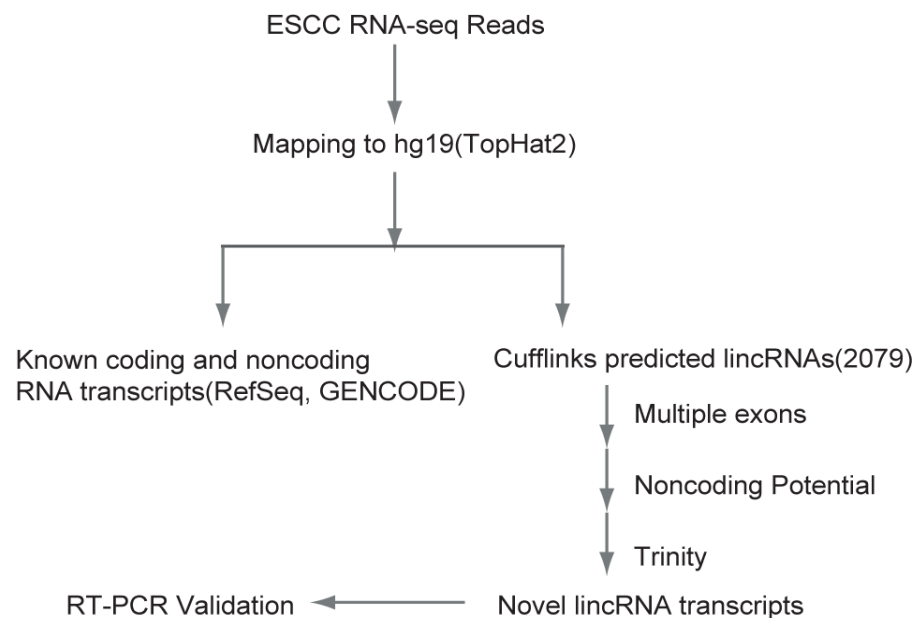

**Figure S1:** The pipeline for re-annotating the probes assayed in the combined microarray (a) and identifying the novel transcripts in RNA-Seq data (b).

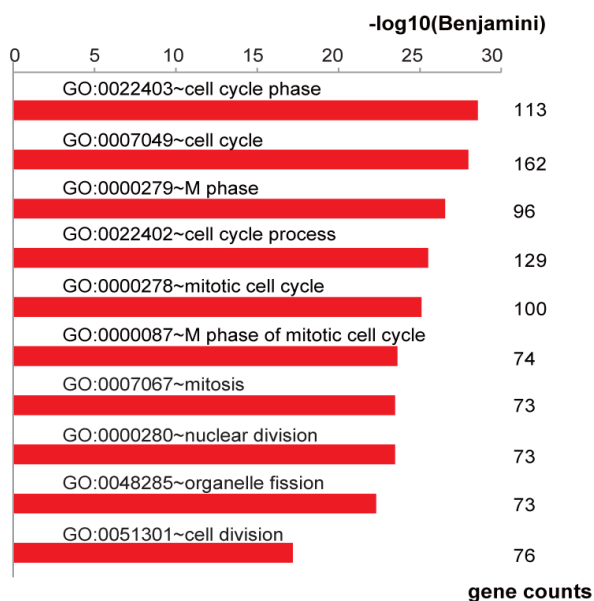

Up-regulated Protein-coding Genes

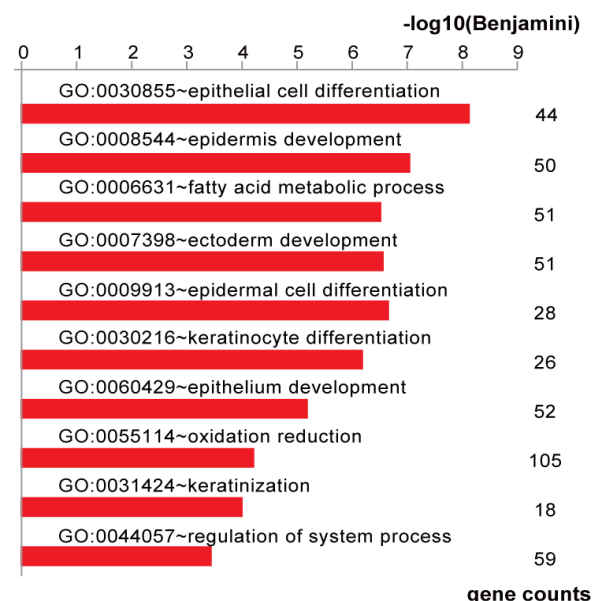

Down-regulated Protein-coding Genes

**Figure S2:** GO Enrichment analysis of up and down-regulated protein-coding genes between the tumor tissues and adjacent normal tissues across the 119 patients.. A up-regulated genes. B down-regulated genes. The bar length denotes the  $-\log_{10}$  Benjamini qValue. Top ten GO terms were shown.

**A**

Summary of the used high-throughput data

| Data       | Numbered                            | Methods             | Up  | Down |
|------------|-------------------------------------|---------------------|-----|------|
| Microarray | N/A                                 | Fold Change, t-test | 292 | 537  |
| GSE29968   | 16N,16T,18N,18T,19N,19T             | Cuffnorm, custom    | 168 | 191  |
| GSE32424   | 4N,5N,6N,8N,9N,1T,2T,3T,6T,7T,8T,9T | SAM                 | 193 | 249  |

**Note:**

The microarray and GSE29968 data measured the paired tissues, surrounding normal tissues and ESCC tumor samples. However, GSE32424 data measured unpaired tissues, 5 non-tumor and 7 ESCC samples.

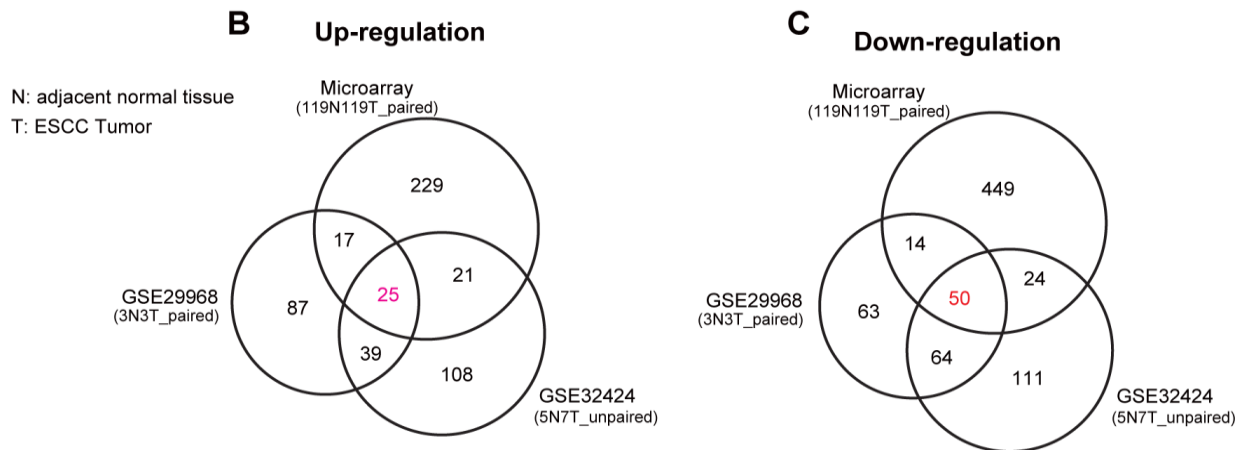

**Figure S3:** (A) the table of used high-throughput data as well as the differential analysis methods and the number of differential expressed lncRNAs in individual dataset. (B,C) the Venn diagram shows the overlap of differentially expressed long noncoding RNAs among these three datasets. (B) up-regulation. (C) Down-regulation.

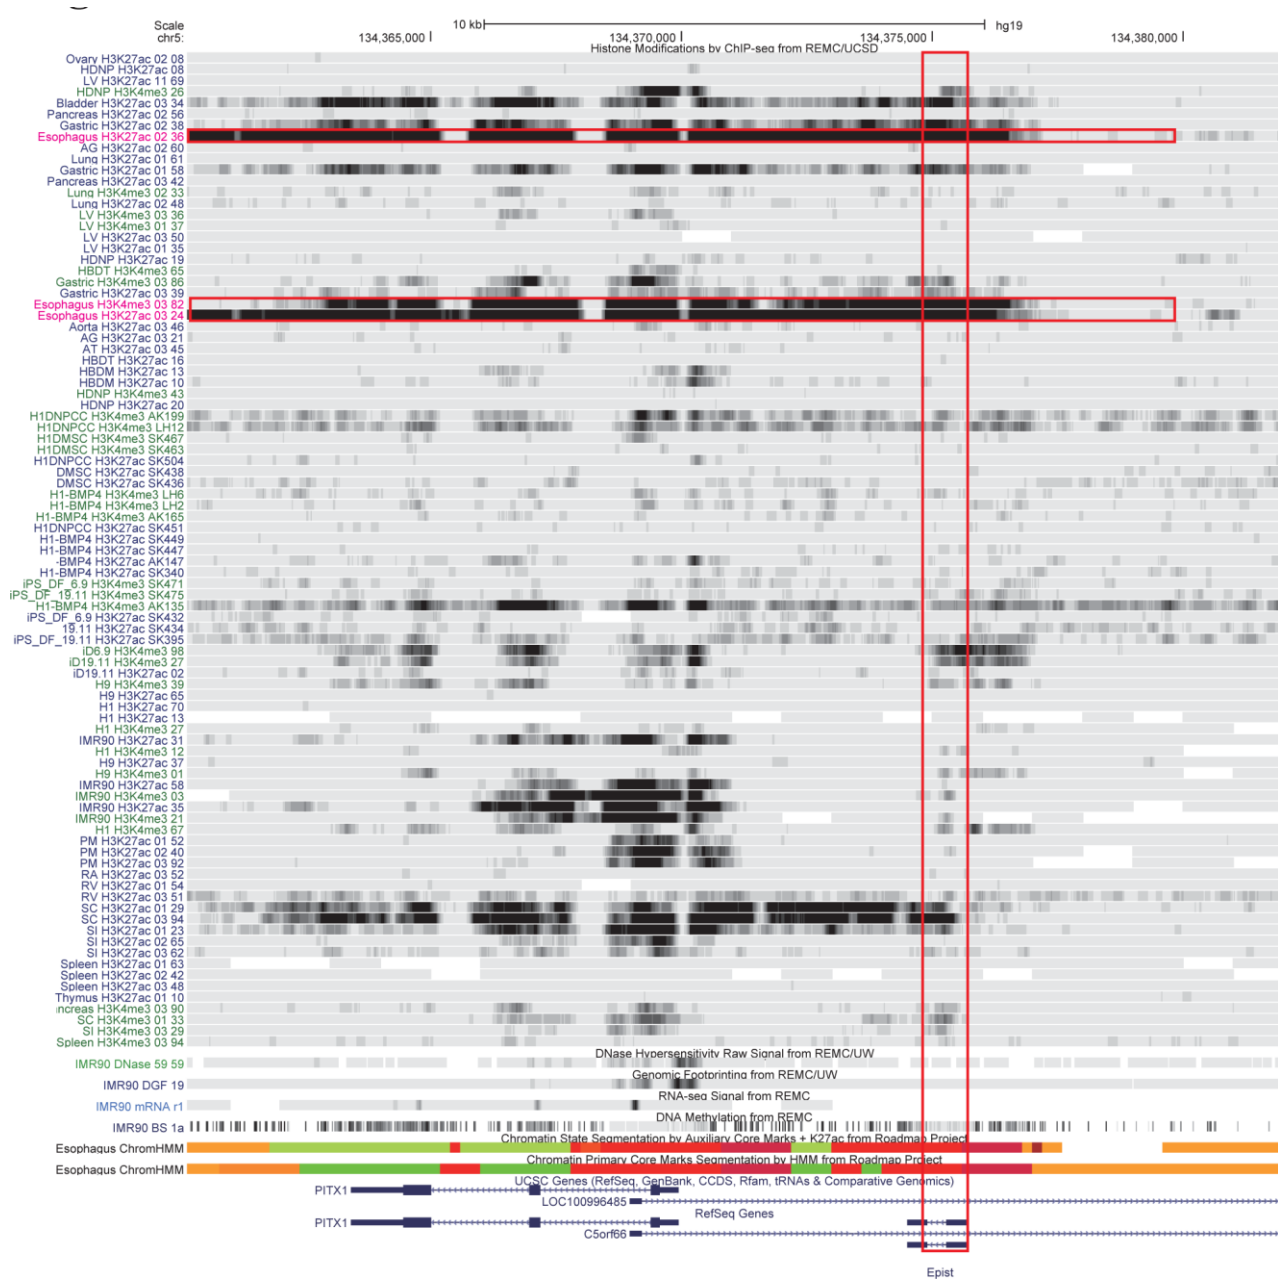

**Figure S4:** Epigenomic landscape of PITX1 and Epist locus.

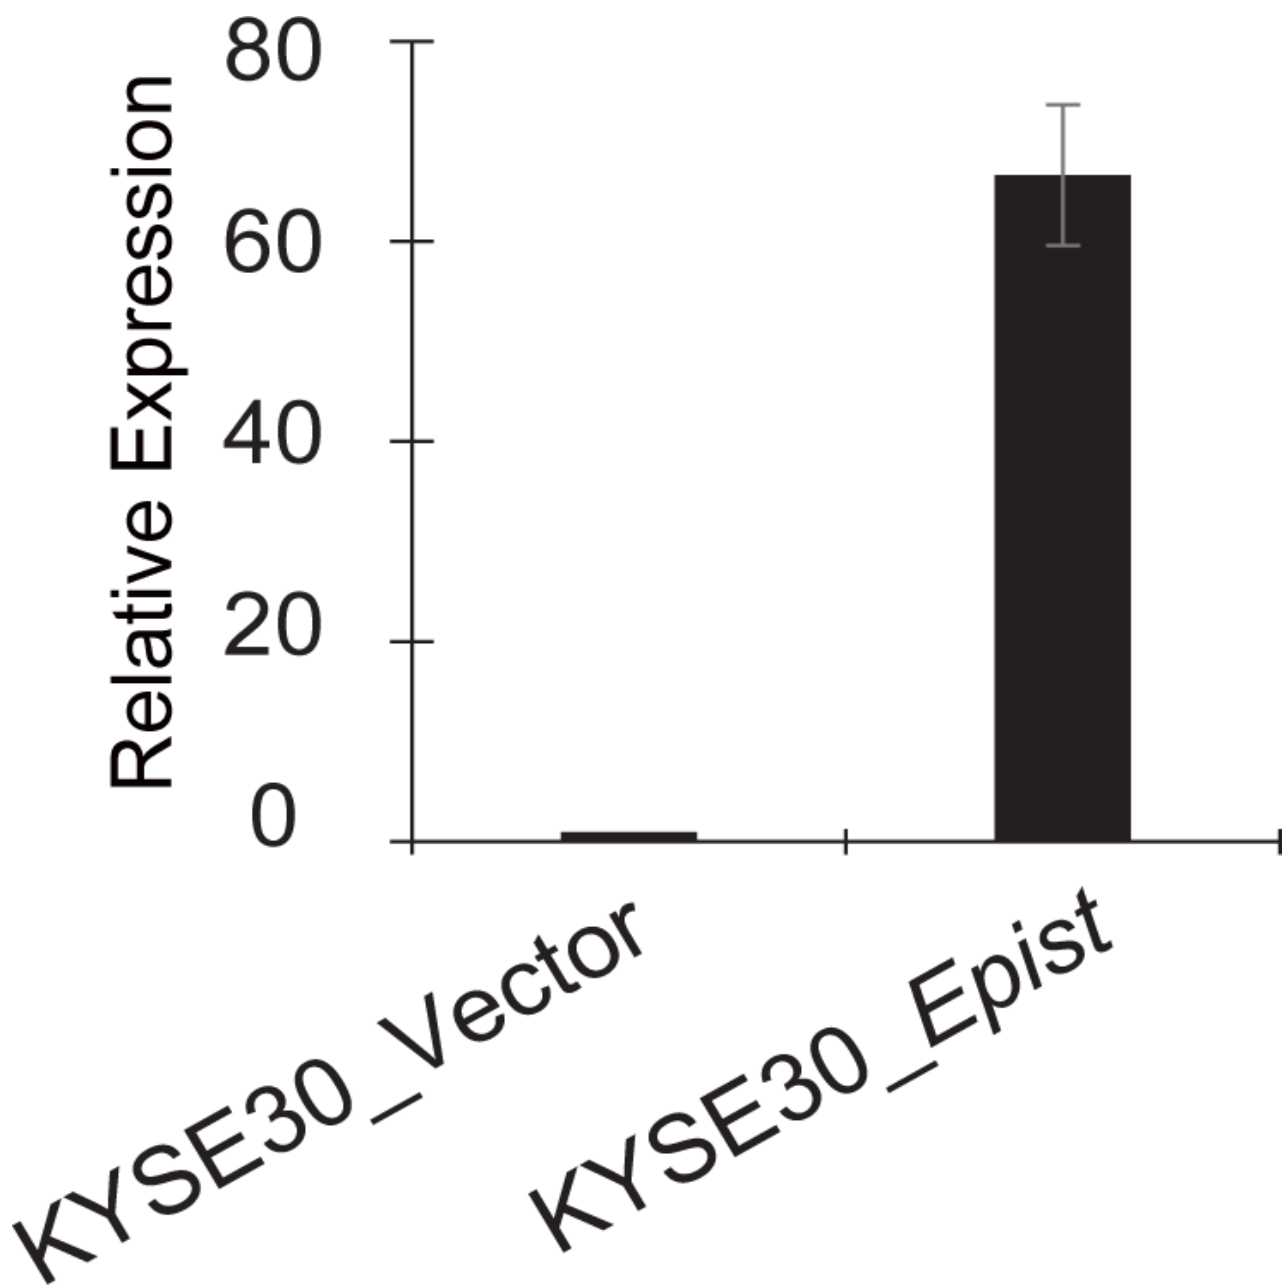

**Figure S5:** Expression levels of KYSE30 cells overexpressing the *Epist* or control vector sequence.

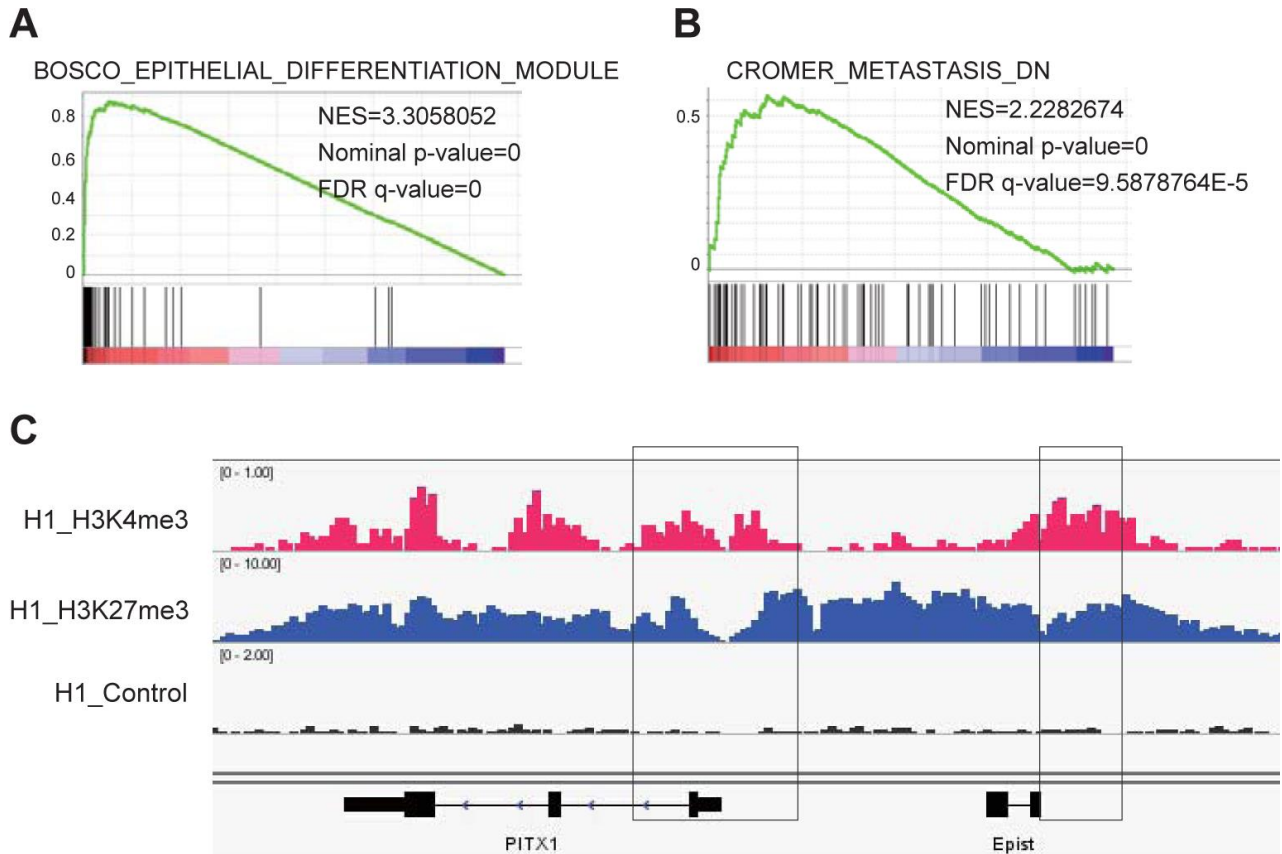

**Figure S6:** *Epist* is associated with metastasis and epithelial differentiation. (A) The positively correlated genes of *Epist* enriched the gene set of epithelial differentiation module from MSigDB. (B) *Epist*-correlated genes are enriched in the gene signatures of metastasis from *Cromer et al.* (C) The ChIP-Seq tracks for H3K4me3 and H3K27me3 in ENCODE cell line. hESC in PITX1-*Epist* locus. The gray boxes indicated the bivalent domains. the common peak region for both active and repress histone modifications.

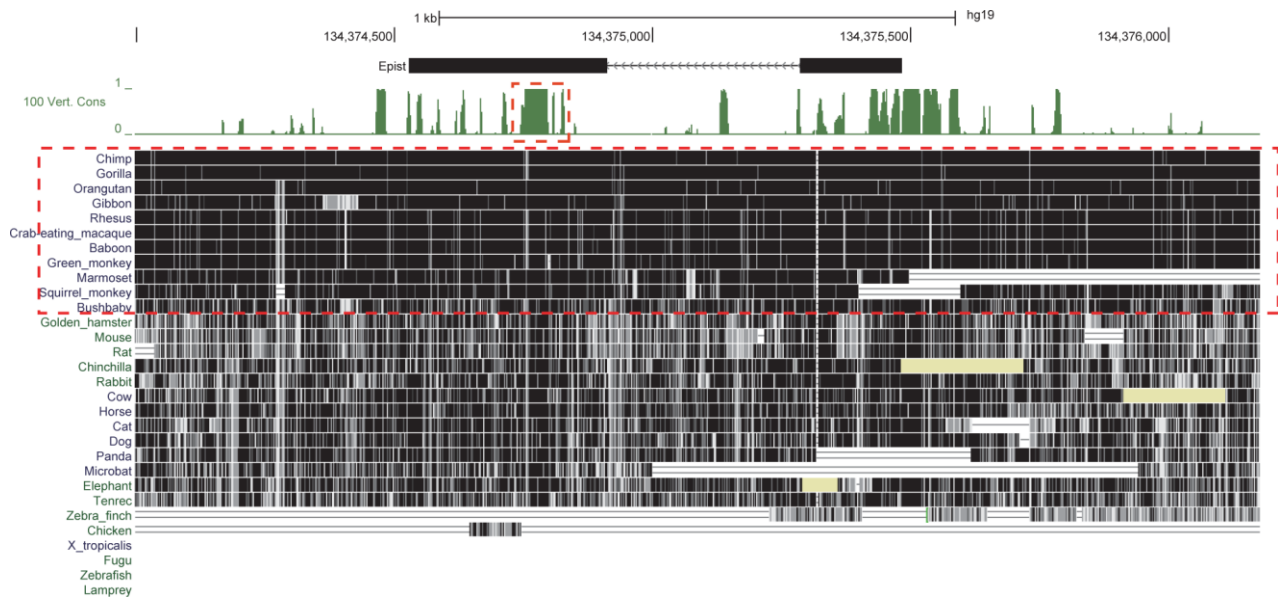

**Figure S7:** The conservation tracks for *Epist* locus. The lower red box suggests the species of primates. The upper red box indicates the conserved domain across the vertebrates.

## **Document S1: RNA-seq analysis for GSE29968 and GSE32424**

The first RNA-Seq data were retrieved from GSE29968 [1], which sequenced the transcriptome of three pairs of ESCC and their matched adjacent normal tissue specimens (3N3T). The second RNA-Seq data, GSE32424 [2], sequenced 5 ESCC samples and 7 non-tumor samples (5N7T) with single-end reads. The GENCODE database[3] (v19) and UCSC genome browser annotations as well as the long intergenic noncoding RNAs from Cabili, M.N. *et al.* [4], were used as reference annotations. RNA-Seq reads were mapped to the human reference genome (hg19) using Tophat (v2.0.4) with the default parameters. For GSE29968, we measured the expression level of the transcripts with Cuffnorm program (v2.2.0) [5] by computing FPKM (Fragments Per Kilobase of transcript per Million mapped sequencing reads). Then, we removed the transcripts with the FPKM was lower than 1.0 across all the 3 ESCC paired tissues. Thereafter, the gene or lncRNA transcript was determined as differential expression when it has at least 2-fold change between all three pairs. For GSE32424, we used SAM [6] method to call the differentially expressed genes. The counts of gene sequencing tags is calculated by htseq-count program according to the common protocol based on the default parameters [7]. The detailed summary of the high-throughput data is listed in Supplementary Figure 2a. And the genome coverage wiggles were generated with BEDTools [8]. The other RNA-Seq data of human tissues, cell types and cancer cell types were retrieved from Illumina Human Body Map Project [4] and human ENCODE project [9]. For identifying the novel lincRNA transcripts, the single-exon transcripts were eliminated from the Cufflinks-assembled transcriptome[4]. De novo transcript assembly was processed through Trinity [10]. Coding potential scores were assessed by PhyloCSF [11] and CPAT [12].

## **Document S2: Coding potential analysis**

We employed the online CPAT server [12] (<http://lilab.research.bcm.edu/cpat/>) and PhyloCSF [11] to assess the coding potential of the long noncoding RNA. The CPAT result are as follows. For PhyloCSF analysis, we obtained the 46-way multi-alignment fasta sequences for Epist and using the ‘Stitch Gene blocks’ tools on the Galaxy. The coding potential was evaluated with any of the 3 reading frames. Scores are measured in decibans and represent the likelihood ratio which a sequence is protein-coding rather than noncoding. The score of Epist is 26.9283, lower than the

protein-coding cut-off (50) [13].

Coding Potential of long noncoding RNAs calculated by CPAT.

| Sequence Name | RNA Size | ORF Size | Ficket Score | Hexamer Score   | Coding Probability | Coding Label |
|---------------|----------|----------|--------------|-----------------|--------------------|--------------|
| <i>Epist</i>  | 582      | 315      | 0.9149       | 0.0626319698199 | 0.19179398202379   | no           |

### Document S3: Search for novel lincRNA transcripts and gene fusions in ESCC

In contrast to microarrays, RNA-seq can be employed to identify the novel transcripts across the genome. We used the single-end RNA-seq data (GSE29968) to identify novel lincRNA candidates according to the pipeline described in Materials and Methods (Figure S1B), and identified 31 novel lincRNA candidates (Table S7). The expression profile of these novel lincRNAs across the 3 ESCC paired tissues are given in Table S7.

Also, RNA-seq data can be used to find the gene fusions and has already led to the discovery of several gene fusions in some cancers [14], such as the *BCR-ABL1* fusion in K562 cell line. We employed the above RNA-seq data to detect expressed gene fusions. However, no recurrent gene fusions were identified in these data. The depth of the RNA-seq data we analyzed is comparable to that in a work identifying recurrent rearrangements of *CIITA* in Hodgkin lymphoma cell lines [15]. On the other hand, gene fusions were neither detected in an analysis on the Sézary syndrome [16]. Although we do not observe the gene fusions in ESCC, we still cannot rule out the possibilities that the fusion transcripts exist, such as the heterologous gene linking to an oncogene.

### Fusion transcripts discovery

The FusionMap software (version: 6.0.0) [17] was used with default parameters to detect the fusion transcripts from Esophageal Squamous Cell Carcinoma (ESCC) as well as the normal tissue from each patient. PCR was performed on cDNA libraries from the ESCC tissues to confirm the presence of possible fusion transcripts.

### References:

1. Ma S, Bao JYJ, Kwan PS, Chan YP, Tong CM, Fu L, Zhang N, Tong AHY, Qin YR, Tsao SW, Chan KW, Lok S and Guan XY. Identification of PTK6, via RNA Sequencing Analysis, as a Suppressor of Esophageal Squamous Cell Carcinoma. *Gastroenterology*. 2012; 143(3):675-686.e612.

2. Tong M, Chan KW, Bao JYJ, Wong KY, Chen J-N, Kwan PS, Tang KH, Fu L, Qin Y-R, Lok S, Guan X-Y and Ma S. Rab25 Is a Tumor Suppressor Gene with Antiangiogenic and Anti-Invasive Activities in Esophageal Squamous Cell Carcinoma. *Cancer Res.* 2012; 72(22):6024-6035.
3. Harrow J, Frankish A, Gonzalez JM, Tapanari E, Diekhans M, Kokocinski F, Aken BL, Barrell D, Zadissa A, Searle S, Barnes I, Bignell A, Boychenko V, Hunt T, Kay M, Mukherjee G, et al. GENCODE: The reference human genome annotation for The ENCODE Project. *Genome Res.* 2012; 22(9):1760-1774.
4. Cabili MN, Trapnell C, Goff L, Koziol M, Tazon-Vega B, Regev A and Rinn JL. Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. *Genes Dev.* 2011; 25(18):1915-1927.
5. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ and Pachter L. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol.* 2010; 28(5):511-515.
6. Tusher VG, Tibshirani R and Chu G. Significance analysis of microarrays applied to the ionizing radiation response. *Proceedings of the National Academy of Sciences of the United States of America.* 2001; 98(9):5116-5121.
7. Anders S, McCarthy DJ, Chen Y, Okoniewski M, Smyth GK, Huber W and Robinson MD. Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. *Nat Protoc.* 2013; 8(9):1765-1786.
8. Quinlan AR and Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics.* 2010; 26(6):841-842.
9. Dunham I, Kundaje A, Aldred SF, Collins PJ, Davis CA, Doyle F, Epstein CB, Frietze S, Harrow J, Kaul R, Khatun J, Lajoie BR, Landt SG, Lee BK, Pauli F, Rosenbloom KR, et al. An integrated encyclopedia of DNA elements in the human genome. *Nature.* 2012; 489(7414):57-74.
10. Haas BJ, Papanicolaou A, Yassour M, Grabherr M, Blood PD, Bowden J, Couger MB, Eccles D, Li B, Lieber M, Macmanes MD, Ott M, Orvis J, Pochet N, Strozzi F, Weeks N, et al. De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. *Nat Protoc.* 2013; 8(8):1494-1512.
11. Lin MF, Jungreis I and Kellis M. PhyloCSF: a comparative genomics method to distinguish protein coding and non-coding regions. *Bioinformatics.* 2011; 27(13):i275-282.
12. Wang L, Park HJ, Dasari S, Wang S, Kocher JP and Li W. CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. *Nucleic Acids Res.* 2013; 41(6):e74.
13. Guttman M, Russell P, Ingolia NT, Weissman JS and Lander ES. Ribosome Profiling Provides Evidence that Large Noncoding RNAs Do Not Encode Proteins. *Cell.* 2013; 154(1):240-251.
14. Maher CA, Kumar-Sinha C, Cao X, Kalyana-Sundaram S, Han B, Jing X, Sam L, Barrette T, Palanisamy N and Chinnaiyan AM. Transcriptome sequencing to detect gene fusions in cancer. *Nature.* 2009; 458(7234):97-101.
15. Steidl C, Shah SP, Woolcock BW, Rui L, Kawahara M, Farinha P, Johnson NA, Zhao Y, Telenius A, Neriah SB, McPherson A, Meissner B, Okoye UC, Diepstra A, van den Berg A, Sun M, et al. MHC class II transactivator CIITA is a recurrent gene fusion partner in lymphoid cancers. *Nature.* 2011; 471(7338):377-381.
16. Lee CS, Ungewickell A, Bhaduri A, Qu K, Webster DE, Armstrong R, Weng WK, Aros CJ, Mah A, Chen RO, Lin M, Sundram U, Chang HY, Kretz M, Kim YH and Khavari PA. Transcriptome sequencing in Sezary syndrome identifies Sezary cell and mycosis fungoides-associated lncRNAs and novel transcripts. *Blood.* 2012; 120(16):3288-3297.
17. Ge H, Liu K, Juan T, Fang F, Newman M and Hoeck W. FusionMap: detecting fusion genes from next-generation sequencing data at base-pair resolution. *Bioinformatics.* 2011; 27(14):1922-1928.

# Supplementary material for: Transcriptome profiling of esophageal squamous cell carcinoma reveals a long noncoding RNA acting as a tumor suppressor
**Source:** Oncotarget. 2015 May 19;6(19):17065–80. doi: 10.18632/oncotarget.4185
**Supplement:** Supplementary file 10

**Primers used in this work**

**Protein-coding genes primers (direction: 5’-> 3’)**

>PTK6_F AACACATCCTGGCGCTGTA

>PTK6_R CTGCGACTCCAGGTAACACA

>Rab25_F GCTGCTGTCAAGGCTCAGAT

>Rab25_R GCATAGGTCTGGTGCTTGGT

>PITX1_F GTCGTCTGACACGGAGCTG

>PITX1_R AACGTGGCCTCTAGCTCTTG

>RASAL1_F CAGAAGTGCAGGGTGAGATC

>RASAL1_R GTCAGATGTGCCAGAGATGTC

>TERT_F AGAGTGTCTGGAGCAAGTTG

>TERT_R GATGAAGCGGAGTCTGGAC

**Northern Blotting Probe Primers**

(red nucleotides indicated T7 promoter sequences)

>Epist_F3 GGAGAAGTGGGCAGGAGAGAG
>Epist_R3 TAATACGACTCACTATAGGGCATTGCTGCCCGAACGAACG

**Long noncoding RNAs primers (direction: 5’-> 3’)**

>XLOC_012538_F GCAGGGTAAGGACAGGTAAAA

>XLOC_012538_R GGGATGACGATCTTAGGGAAAG

>NR_024386_F ATGGCCTGATGGAGTGCTAC

>NR_024386_R ATCTTATGGCCCGAGTGATG

>NR_033961_F AAGGATATTGTGGCTGGAGAC

>NR_033961_R CTGTAGGAAGGCAATCTGGG

>XLOC_004273_F TGGAACTGCCTTCTTTACTGCTC

>XLOC_004273_R ATCGCAGGTCATCAAGTGGTATT

>ENST00000478294.1_F AGAAGACAGTGGGTGAAGTCCTG

>ENST00000478294.1_R GTGAAGGGCTGAAGGGTTTAGAT

>H19_F AGCGGGTCTGTTTCTTTACTTC

>H19_R AGGTAGTGCAGTGGTTGTAAAG

>Epist_F CGCGGGAATGTCTTTATTGG

>Epist_R GCACAGGTCGGGCTTTT

>HOTAIR_F AGAGAAAAGGCTGAAATGGAGG

>HORAIR_R AGGTCGGTACTGGCTTAGG

**Oligos used in this work (r for RNA and d for DNA)**

si-PITX1-1-sense

rUrCrArGrCrArCrCrCrArGrCrUrCrCrArUrCrUrCrCrUrCdCdA

si-PITX1-1-antisense

rUrGrGrArGrGrArGrArUrGrGrArGrCrUrGrGrGrUrGrCrUrGrArGrA

si-PITX1-2-sense

rArCrUrUrCrArCrArArGrCrCrArGrCrArGrUrUrGrCrArAdGdA

si-PITX1-2-antisense

rUrCrUrUrGrCrArArCrUrGrCrUrGrGrCrUrUrGrUrGrArArGrUrGrC

si-Epist-1-sense

rCrUrUrUrArUrUrGrGrArCrGrUrUrArCrGrArArGrGrGrAdAdT

si-Epist-1-antisense

rArUrUrCrCrCrUrUrCrGrUrArArCrGrUrCrCrArArUrArArArGrArC

siEpist-2-sense

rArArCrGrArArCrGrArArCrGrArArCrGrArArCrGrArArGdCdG

siEpist-2-antisense

rCrGrCrUrUrCrGrUrUrCrGrUrUrCrGrUrUrCrGrUrUrCrGrUrUrCrG

How the deposited data were processed for this re-analysis (not part of the article)

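The samples were KYSE30 cells overexpressing *Epist* and KYSE30 cells with the control vector, with 3 biological replicates each, hybridized in pairs to 3 two-colour Agilent arrays. The files deposited for the 2 samples of an array were identical, so the Cy3 channel was read for the control and the Cy5 channel for *Epist*, as the labels state. The processed signal intensity of each spot was made by the authors with Feature Extraction, which subtracts the background and scales the dyes, and its log10 ratio of Cy5 to Cy3 was deposited beside it. The deposited table of the series holds log2 values of the 6 samples, which the authors quantile normalized. All per-sample columns of that table were matched to a sample by name.

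The log2 of the processed signal was averaged over the 2 or 3 spots of a probe and quantile normalized across the 6 samples with limma 3.58.1 in R 4.3.3. Control spots and spots flagged as outliers were left out, which removed 48 probes with no spot left in a sample. Probes well above background on all 3 arrays of at least 1 group were tested, 50004 of 75149. A probe counted as well above background in a sample where at least 50 percent of its spots were. The groups were compared with lmFit and eBayes with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. A threshold of 0.05 on the adjusted p was used, alone or with a log2 fold change of at least 1. The methods' t-test was the two-sided Student test with equal variances on the same values. No sample had a saturated spot for an RNA, and between 58.9% and 59.5% of the probes were well above background in the controls and between 68.4% and 71.6% in the *Epist* samples. The number of arrays limits the precision.

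Samples with the same replicate number shared an array, as the identical files show. Their deviations from the group means had correlations of 0.60, 0.63 and 0.65 over the tested probes, so the replicate number was used as a block in an alternative fit. The alternatives were the block, normexp background correction with an offset of 50 followed by loess and Aquantile normalization or by quantile normalization, the processed signal without further normalization, scaling to the 75th percentile, no filter on dim probes, a filter on both groups, the deposited series values, outlier spots kept, eBayes without the trend, and each replicate left out. Normexp was run on the median signal of the spots, since the files hold no mean signal.

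The tests were tried on simulated data with 50004 probes, of which 200 were changed by 1.5 on the log2 scale. No dye effect was simulated, so the false calls leave out those that a difference between the dyes would make. In that simulation of the comparison of *Epist* overexpression with the control vector, limma recovered 81.5% of the changed probes with 1 false call, limma with the block recovered 79.0% with 1 false call, and the methods' t-test with the 2-fold threshold recovered 99.0% with 15 false calls.

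The text names the probes with the largest changes among those past the adjusted threshold with 3 arrays in one direction. The rule written before the data were examined was for probes with a gene name and took more probes in each direction. Because the files do not pair the probe identifiers with genes, that rule was changed to all tested probes. At most 2 probes that rose and 2 that fell are named. For the same reason *Epist*, PITX1, TERT, the genes of Figure 6F, one value per gene, 8 gene lists and the comparison of lncRNA with mRNA probes were not analysed here. All arrays lay on 1 slide, so no slide block was used.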

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

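The tests on the E1A control spots were chosen after their values had been seen. The arrays carry 10 E1A controls, which the paper does not report on, each printed in 60 spots. On all 3 arrays 9 of the 10 were brighter in the Cy5 channel than in the Cy3 channel, and the mean difference over the arrays was at least 2-fold for 9. The largest log2 ratio of Cy5 to Cy3 was 4.60 and the median over the 10 controls was 2.13. These signals do not come from the cells. On the scanner signal before background correction and dye normalization, the 9 brighter controls were compared with gene probes of the same mean signal, within 0.5 on the log2 scale, whose median log2 ratio lay between 0.05 and 0.79. For 8 of the 9 controls, with ratios of 1.06 and above, 0% of such gene probes reached the ratio of the control. This argues against a bias between the dyes that acts on all spots of like brightness as the cause for these 8. For the dimmest, E1A_r60_a97, 5.70% of them reached its ratio of 0.27, so such a bias and an unequal amount of control RNA cannot be told apart there. How much control RNA was added to each labelling is not given in the files, so an unequal amount stays open and was not tested. No biological explanation was tested. In the deposited table of normalized values, 15 of the 68 control names passed the methods' t-test at an unadjusted p under 0.05 and a 2-fold change as higher, and 0 as lower.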

How the results depend on the processing

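The alternatives were set before the data were examined, except those of the last paragraph. The main counts were 903 probes higher and 1416 lower in limma at an adjusted p under 0.05, of which 43 and 97 changed at least 2-fold, and 98 higher and 104 lower by the methods' t-test with a 2-fold change. The cause was not tested for any of the moves below, unless stated. In limma, lower calls outnumbered higher ones under each alternative that kept all 3 arrays, except that with the block the 2-fold calls were 118 higher and 108 lower. The 75th percentile scaling, the deposited series values and outlier spots kept moved no count by over 1.5 times.

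With the array as a block, which pairs the samples, limma called 4904 probes higher and 5338 lower, and the higher 2-fold calls rose to 118. All 2319 probes called without the block were among the 10242 called with it. The paired form of the methods' t-test gave 78 and 101. With normexp, loess and Aquantile, the 2-fold calls were 10 higher and 28 lower in limma and 10 and 28 by the methods' t-test. With the block added they were 10 and 29 in limma, 10 and 28 by the t-test, and the calls of any size were 4958 and 5286. With normexp and quantile normalization, the 2-fold calls were 10 and 27 in both tests. The offset added by normexp draws the folds of dim probes towards 0 by its construction. With the processed signal and no further normalization, limma called 570 probes higher and 895 lower.

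With no filter on dim probes, limma called 515 higher and 649 lower, with 73 higher at 2-fold, and the methods' t-test called 223 and 179. With probes well above background in both groups, the higher 2-fold calls were 14 in limma and 14 by the t-test. Without the trend in eBayes, limma called 330 higher and 499 lower. With the methods' t-test and Benjamini-Hochberg adjustment, 57 probes were higher and 85 lower, and 6 and 23 at 2-fold.

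With 1 array left out, 2 samples stayed in each group. Limma then called 2 to 3 probes higher and 1 to 12 lower at any size, and 2 to 3 higher and 1 to 12 lower at 2-fold. The methods' t-test gave 73 to 81 higher and 90 to 111 lower. Probes p29407 and A_33_P3406796 stayed past the adjusted threshold in limma with each array left out, with fitted log2 fold changes of 5.52 to 6.08 against a control not well above background. Probe p22815 lost it with any array left out (adjusted p 0.0533 to 0.129), and A_21_P0014918 lost it without array 1 (0.0517) or array 2 (0.0985). These values are from the fit without the block. Both kept their direction.

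Of the 43 higher 2-fold calls, 29 were not well above background on all control arrays, so their folds rest on dim signals. One value per gene and the results for named genes were not run because the files do not pair probes with genes, and the slide block was not run because there was 1 slide.

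Further alternatives were chosen after seeing the data. With the block and 1 array left out, limma called 3052 higher and 3698 lower without array 1, 5177 and 5647 without array 2, and 2379 and 2955 without array 3, of which 102 and 146, 138 and 114, and 99 and 112 changed at least 2-fold. The methods' t-test on every row of the deposited series values called 238 higher and 180 lower. Restricted to probes whose names begin with A_, it called 102 higher and 98 lower. For probes well above background in both groups, the 2-fold calls in limma were 8 higher and 28 lower with normexp, loess and Aquantile, 8 and 27 with normexp and quantile, 15 and 93 with the processed signal, and 15 and 91 with the 75th percentile. At an adjusted p under 0.001, which the methods give for the tissue arrays, limma called 2 higher and 14 lower at 2-fold. For the 38099 tested probes with a mean log2 signal of at least 6 over all samples, the 2-fold calls were 17 higher and 62 lower, 17 and 65 with the block, 10 and 27 with normexp, loess and Aquantile, 10 and 26 with normexp and quantile, 18 and 63 with the processed signal, and 18 and 62 with the 75th percentile.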

Differences from the paper's values

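No count of the methods' t-test was more than 1.5 times from the paper's under the main setting, though the paper counts genes and the values here count probes. The paper's values are 99 up-regulated and 95 down-regulated genes, against 98 and 104 probes here. Counts more than 1.5 times from the paper's included 223 higher and 179 lower with no filter on dim probes. They also included 10 higher and 28 lower with normexp, loess and Aquantile. With outlier spots kept, an alternative set before the data were examined, 99 probes were higher, and the lower count stayed within 1.5 times the paper's. With probes well above background in both groups, also set before, 95 were lower but 14 were higher. On the deposited series values without a filter, restricted to probes whose names begin with A_, 102 were higher and 98 lower, a setting chosen after seeing the values.

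The horizontal axis of Figure 6F ends at about 2 on the log2 scale, read by eye. Probes p29407 and A_33_P3406796 lie beyond it, with fitted increases of 17.8-fold and 16.8-fold after normexp, loess and Aquantile, against a control not well above background. The highest fitted log2 fold change of the others was 2.01 under the main setting. The legend restricts the plot to annotated genes, and whether these probes belong to such genes was not analysed here.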

Other observations

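The tests of dim probes, of the Cy5 background, of the excess of lower calls and of gene probes of like signal were chosen after the results had been seen.

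The probes p29407 and A_33_P3406796 rose far more than all others in the comparison. A defect of single spots is argued against by their spots, since the lowest log2 ratio over their 9 and 6 spots on the 3 arrays was 5.19. A bias between the dyes that acts on all spots of like brightness is also argued against, on the scanner signal before background correction and dye normalization. Gene probes within 0.5 of either probe's mean log2 signal there had a median log2 ratio of at most 0.72 and a highest one of 1.90, against 5.01 for p29407 and 4.94 for A_33_P3406796. A dye bias of these probes alone cannot be told apart from a rise in their RNA, because 0 arrays had the dyes exchanged. Nor can a dye bias be told apart from the RNA for the number of probes changed, where 0 arrays test it. The overexpressed transcript stays open and untested, since the files do not say which probes match it.

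Of the 43 probes at least 2-fold higher in limma, 27 were not well above background on any control array. The control signal of 6 of them was above the lowest signal well above background on all control arrays, so a comparison with that signal says nothing of these. For the other 21, the control was set to that lowest signal where it was below it, and 8 stayed at least 2-fold. Signal near background in the control channel and a true rise from a low level cannot be told apart, because the control level of these probes was not measured well above background.

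Many tested probes, 8264, were well above background in the *Epist* channel alone and 9 in the control channel alone. A lower background of the Cy5 channel is a candidate explanation, since the negative controls were at least 1.92 times brighter in Cy3 than in Cy5 on each array. A difference in the RNA stays open, because dye and group coincide.

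Over all tested probes, the balance of 2-fold calls depended on the fit, with 97 lower and 43 higher in limma and 108 and 118 with the block. Among the 38099 probes with a mean log2 signal of at least 6, lower calls outnumbered higher ones, 62 to 17, and 65 to 17 with the block. At a signal over 12 there were 5 of each. This choice of probes leaves out 26 of the 43 higher calls and 35 of the 97 lower calls. Within it, quantile normalization as the whole cause is argued against by the normalizations that do not set the channels to one distribution, under which the smallest ratio was 2.70. With the block, the choice of probes stays open as the source of the excess. A dye bias of single probes and an effect of *Epist* stay open in both fits.

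Of the 10 splits of the 6 samples into groups of 3, only the real one gave as many probes, 1 for the count of any size, 1 for the 2-fold count and 1 for the methods' t-test. The share cannot fall under 0.1, so chance cannot be excluded by this count. The 4 splits that part all pairs, the real one included, gave 202, 0, 2 and 1 probes by the methods' t-test, while the 6 others, which keep 2 channels of an array in one group, gave 28 to 103.

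By the start of the probe's name, 5.90% of the 26352 tested probes beginning with A_ changed at an adjusted p under 0.05 in limma, 3.43% of the 21543 beginning with p and 1.19% of the 2109 beginning with RNA. The files do not state which class of RNA each name stands for.

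GAPDH, which the paper uses as the reference for qRT-PCR, has control spots on these arrays. The log2 ratio of *Epist* to control in the processed signal was -0.12 ± 0.06 (SD over 3 arrays) for the probe named GAPDH_3 and -0.03 ± 0.13 for GAPDH_5, and -0.11 and 0.03 in the deposited normalized values, so the sign for GAPDH_5 depended on the scaling. For PGK1 the processed values were -0.31 ± 0.11 and -0.19 ± 0.05.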
